# ACVR2B antagonism as a countermeasure to multi‐organ perturbations in metastatic colorectal cancer cachexia

**DOI:** 10.1002/jcsm.12642

**Published:** 2020-11-16

**Authors:** Joshua R. Huot, Fabrizio Pin, Ashok Narasimhan, Leah J. Novinger, Austin S. Keith, Teresa A. Zimmers, Monte S. Willis, Andrea Bonetto

**Keywords:** Colorectal cancer, Liver metastases, Skeletal muscle, Heart, Bone, Cachexia, Activin signalling

## Abstract

**Background:**

Advanced colorectal cancer (CRC) is often accompanied by the development of liver metastases, as well as cachexia, a multi‐organ co‐morbidity primarily affecting skeletal (SKM) and cardiac muscles. Activin receptor type 2B (ACVR2B) signalling is known to cause SKM wasting, and its inhibition restores SKM mass and prolongs survival in cancer. Using a recently generated mouse model, here we tested whether ACVR2B blockade could preserve multiple organs, including skeletal and cardiac muscle, in the presence of metastatic CRC.

**Methods:**

NSG male mice (8 weeks old) were injected intrasplenically with HCT116 human CRC cells (mHCT116), while sham‐operated animals received saline (*n* = 5–10 per group). Sham and tumour‐bearing mice received weekly injections of ACVR2B/Fc, a synthetic peptide inhibitor of ACVR2B.

**Results:**

mHCT116 hosts displayed losses in fat mass ( − 79%, *P* < 0.0001), bone mass ( − 39%, *P* < 0.05), and SKM mass (quadriceps: − 22%, *P* < 0.001), in line with reduced muscle cross‐sectional area ( − 24%, *P* < 0.01) and plantarflexion force ( − 28%, *P* < 0.05). Further, despite only moderately affected heart size, cardiac function was significantly impaired (ejection fraction %: − 16%, *P* < 0.0001; fractional shortening %: − 25%, *P* < 0.0001) in the mHCT116 hosts. Conversely, ACVR2B/Fc preserved fat mass ( + 238%, *P* < 0.001), bone mass ( + 124%, *P* < 0.0001), SKM mass (quadriceps: + 31%, *P* < 0.0001), size (cross‐sectional area: + 43%, *P* < 0.0001) and plantarflexion force ( + 28%, *P* < 0.05) in tumour hosts. Cardiac function was also completely preserved in tumour hosts receiving ACVR2B/Fc (ejection fraction %: + 19%, *P* < 0.0001), despite no effect on heart size. RNA sequencing analysis of heart muscle revealed rescue of genes related to cardiac development and contraction in tumour hosts treated with ACVR2B/Fc.

**Conclusions:**

Our metastatic CRC model recapitulates the multi‐systemic derangements of cachexia by displaying loss of fat, bone, and SKM along with decreased muscle strength in mHCT116 hosts. Additionally, with evidence of severe cardiac dysfunction, our data support the development of cardiac cachexia in the occurrence of metastatic CRC. Notably, ACVR2B antagonism preserved adipose tissue, bone, and SKM, whereas muscle and cardiac functions were completely maintained upon treatment. Altogether, our observations implicate ACVR2B signalling in the development of multi‐organ perturbations in metastatic CRC and further dictate that ACVR2B represents a promising therapeutic target to preserve body composition and functionality in cancer cachexia.

## Introduction

Colorectal cancer (CRC) remains one of the most prevalent and fatal of all cancers worldwide, with an expected 53, 200 deaths this year in the USA alone.^1^ Further, with prevalence and mortality increasing in individuals under 55 years of age, CRC is expected to remain a clinical threat.^1^ The most severe complication accompanying CRC is the development of liver metastases (LM), which happens to highly correlate with cachexia, a multi‐organ wasting syndrome that occurs in roughly 55% of CRC patients.^2^ Cachexia is a progressive cancer‐associated disease, which presents with ongoing loss of skeletal muscle mass and strength, impeding daily function of patients, reducing treatment tolerance, and ultimately elevating mortality.^3^, ^4^, ^5^, ^6^ Further, given the severe metabolic dysregulation and hypercatabolism that persists with cachexia, it is no surprise that clinical and experimental investigations have identified perturbations in several tissues besides skeletal muscle, including fat, bone, and heart.^3^, ^7^, ^8^, ^9^, ^10^ Unfortunately, viable treatment options to counteract cachexia, especially in the most advanced stages of cancer, remain elusive.

Attempting to resolve muscle wasting induced by CRC, our group and others have generated new animal models to closely resemble the clinical advanced CRC population phenotype, in particular focusing on development of LM and cachexia.^10^, ^11^, ^12^, ^13^ To the extent of identifying novel targets for therapeutic intervention to better combat cachexia induced by CRC, recent studies from our lab have demonstrated that the formation of LM exacerbates muscle wasting, heightens markers of protein catabolism, and promotes differential signalling within skeletal muscle compared with classically used subcutaneous allograft and xenograft models.^10^, ^11^ Similarly, we have also identified heightened loss of bone, fat, and heart size upon formation of LM compared with subcutaneous tumour models of CRC, demonstrating an overall exacerbated cachectic phenotype in advanced metastatic CRC.^10^, ^11^

Among the myriad factors known to contribute to skeletal muscle wasting resulting from cancer progression, members of the transforming growth factor (TGF)‐β superfamily, signalling via their binding to the activin receptor type 2B (ACVR2B), have received much attention. Moreover, as TGF‐β members such as activin A, activin B, growth differentiation factor‐11, and myostatin have been associated with or shown to induce skeletal muscle wasting in cancer and non‐cancer settings, targeting of the ACVR2B receptor has become a promising therapeutic approach in combating cachexia.^14^, ^15^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^ In line with this notion, using ACVR2B/Fc, a soluble ACVR2B synthetic peptide inhibitor, our group and others have demonstrated preservation of skeletal muscle in experimental models of lung and CRC cachexia, as well as following chronic administration of several anticancer drugs.^17^, ^22^, ^23^, ^24^ Moreover, targeting ACVR2B signalling has shown to preserve fat and bone mass and mildly preserve cardiac size in experimental models of cancer‐induced and chemotherapy‐induced muscle wasting.^17^, ^22^, ^24^

In the present study, we sought to determine whether targeting ACVR2B signalling by administration of ACVR2B/Fc was able to combat cachexia in a newly generated mouse model of CRC‐induced LM. Here, we demonstrated that administration of ACVR2B/Fc was able to preserve body weight, fat, cancellous bone, skeletal muscle mass, and skeletal muscle strength in hosts bearing metastatic human HCT116 CRC. Further, ACVR2B/Fc treatment preserved cardiac function in tumour hosts despite no effects in whole‐heart size, thereby demonstrating that targeting ACVR2B signalling may be a viable option in combating multi‐organ dysfunction in advanced metastatic CRC.

## Methods

### Cell cultures

Prior to surgical procedures, human HCT116 cells (ATCC; Manassas, VA, USA; #CRL‐247) were cultured in McCoy's medium supplemented with 10% foetal bovine serum, 1% glutamine, 1% sodium pyruvate, and 1% penicillin/streptomycin in 5% CO_2_ at 37°C and then prepared for injection. ACVR2B/Fc protein expression was induced from stable Chinese hamster ovary (CHO) cells (a kind gift from Dr Se‐Jin Lee; Jackson Laboratory, Farmington, CT) via 100 nM Cadmium exposure in serum‐free CHO media. ACVR2B/Fc was purified from the conditioned medium using protein A Sepharose, as performed previously.^25^

### Animals

All animal studies were approved by the Institutional Animal Care and Use Committee at Indiana University School of Medicine and were in compliance with the National Institutes of Health Guidelines for Use and Care of Laboratory Animals and with the 1964 Declaration of Helsinki and its later amendments. Eight‐week‐old male NOD scid gamma (NSG) (NOD‐scid/IL2Rg^null^) immunodeficient mice (In Vivo Therapeutics Core Facility, IU Simon Cancer Center, Indianapolis, IN, USA) were group‐housed (up to five per cage) within a pathogen‐free facility at IUSM's laboratory animal resource centre. Animals were randomized into four experimental groups: sham controls (S; *n* = 5), undergoing sham surgery and receiving weekly intraperitoneal (i.p.) injection of sterile saline; ACVR2B/Fc‐treated sham animals (A; *n* = 5), undergoing sham surgery and receiving weekly i.p. injection of ACVR2B/Fc peptide (10 mg/kg); mHCT116 hosts (T, *n* = 8), receiving intrasplenic injection of 1.25 × 10^5^ human HCT116 tumour cells and weekly i.p. injection of sterile saline; and ACVR2B/Fc‐treated mHCT116 hosts (T + A, *n* = 10), undergoing intrasplenic injection of 1.25 × 10^5^ HCT116 tumour cells and receiving weekly i.p. injection of ACVR2B/Fc peptide (Supporting Information, *Figure* S1). Up to 8 and 10 animals were initially enrolled in the T and T + A groups, respectively, to account for possible complications or early deaths associated with the surgical injection of tumour cells. The surgical procedure to disseminate LM of HCT116 tumour cells was performed as previously described by our group.^11^ Briefly, animals were placed under anaesthesia (2–3% isoflurane) and administered pre‐operative slow release buprenorphine.^11^ A left subcostal incision was made to expose the peritoneum, followed by a small peritoneal incision, exposing the spleen; 100 μL of sterile saline with or without HCT116 cells was injected to the lateral portion of the spleen using a 26‐gauge needle over the period of 1 min. Following injection, the spleen was re‐implanted, the peritoneum sutured, and the skin closed with surgical staples. Animal weights and (dry or wet) food consumption were monitored daily, and all animals were euthanized under light isoflurane anaesthesia 25 days following surgery. At the time of euthanasia, skeletal muscles, cardiac, fat, and liver tissues were harvested, weighed, and snap frozen in liquid nitrogen and stored at −80°C for further studies. Mouse carcasses, including a portion of liver tissue was fixed for 2 days in 10% neutral buffered formalin and then transferred into 70% ethanol, while the tibialis anterior and soleus muscles were frozen in liquid nitrogen‐cooled isopentane for histology, as previously described.^11^

### Body composition assessment

Assessment of lean (muscle) and fat (adipose) mass, that is, body composition, was performed at baseline and the day of sacrifice in un‐anaesthetized, but physically restrained mice using Echo medical systems' EchoMRI‐100 (EchoMRI, Houston, USA) as performed previously.^22^

### Whole‐body grip strength assessment

Whole‐body grip strength was assessed using a commercially available automatic grip strength metre (Columbus Instruments, Columbus, OH, USA) as previously indicated.^26^ The absolute force (expressed in grams) was recorded over five measurements, with the top three measurements utilized for analysis. To avoid habituation bias, animals were only tested at the end of the experimental period.

### *In vivo* muscle contractility

Animals (*n* = 4) underwent *in vivo* plantarflexion torque assessment (Aurora Scientific Inc., Canada), as previously described.^27^ Briefly, the left hind foot was taped to the force transducer and positioned to where the foot and tibia were aligned at 90°. The knee was then clamped at the femoral condyles, avoiding compression of the fibular nerve. Two disposable monopolar electrodes (Natus Neurology, Middleton, WI, USA) were placed subcutaneously posterior/medial to the knee in order to stimulate the tibial nerve. Peak twitch torque was first established in order to determine maximal stimulus intensity. Following determination of stimulus intensity, mice were subjected to an incremental frequency stimulation protocol to assess force–frequency relationships. The protocol utilized 0.2 ms pulses at 10, 25, 40, 60, 80, 100, 125, and 150 Hz with 1 min in between stimulations.

### Echocardiographic analysis

High‐resolution transthoracic echocardiography was performed on loosely restrained conscious mice to phenotypically characterize them 3 weeks following tumour cell injection using a Vevo 2100 Biomicroscopy system (VisualSonics, Inc., Toronto, Ontario, Canada), as previously described^28^, ^29^ (*n* = 3–5). Briefly, two‐dimensional guided M‐mode echocardiography analysis of the left ventricle (LV) was performed in the parasternal long axis at the level of the papillary muscle. Distance from the edges of the epicardium and endocardium was used to measure anterior wall thickness and posterior wall thickness in diastole and systole, as well as left ventricular internal diameters [shown as left ventricular end‐diastolic dimension (LVEDD) and left ventricular end‐systolic dimension (LVESD)]. The LV volume (LV Vol) in diastole was determined as [LV VolD: (7/2.4 + LVEDD) × LVEDD3 × 1000], whereas the LV Vol in systole was determined as [LV VolS: (7/2.4 + LVESD) × LVESD3 × 1000]. Left ventricular systolic function was assessed by ejection fraction (EF) [EF%: (LV VolD − LVVolS)/LV VolD × 100] and fractional shortening (FS) [FS%: (LVEDD/LVESD)/LVEDD × 100]. M‐mode measurements represent the average of three consecutive cardiac cycles from each mouse as previously described.^28^, ^29^ Data were analysed blinded to mouse treatment.

### Microcomputed tomography analysis of femur bone morphometry

Microcomputed tomography (μCT) scanning was performed to measure morphological indices of metaphyseal regions of femurs, as described in Bouxsein *et al*.^30^ After euthanasia, the mouse carcasses were fixed for 2 days in 10% neutral buffered formalin, transferred into 70% ethanol, the right femurs dissected, and prepared for μCT scanning on a high‐throughput μCT specimen scanner. Bone samples were rotated around their long axes, and images were acquired using a Bruker Skyscan 1176 (Bruker, Kontich, Belgium) with the following parameters: pixel size = 9 μm^3^; peak tube potential = 50 kV; X‐ray intensity = 500 μA; 0.3° rotation step. Raw images were reconstructed using SkyScan reconstruction software (NRecon; Bruker) to three‐dimensional cross‐sectional image data sets using a three‐dimensional cone beam algorithm. Structural indices were calculated on reconstructed images using the Skyscan CT Analyser software (CTAn; Bruker). Trabecular bone was separated using a custom processing algorithm in CTAn, based on the different thicknesses of the structures. Trabecular bone was analysed between 0.5 and 1.5 mm under the femoral distal growth plate using a threshold of 80–255. Trabecular parameters included bone volume fraction (BV/TV), number (Tb.N), thickness (Tb.Th), separation (Tb.Sp), pattern factor (Tb.Pf), and connectivity (Conn.Dn).

### Haematoxylin and eosin staining

In order to assess the formation of LM, liver tissue was fixed, paraffin embedded, and sectioned (10 μm) in preparation for haematoxylin and eosin staining as performed previously.^10^ Haematoxylin and eosin‐stained liver sections were then observed under an Axio Observer.Z1 motorized microscope (Zeiss, Oberchoken, Germany), and ×5 images were recorded for tumour infiltration assessment. Using ImageJ 1.43 software,^31^ tumour area relative to liver area (expressed as a percentage) was assessed.

### Muscle cross‐sectional area

To assess skeletal muscle atrophy, 10 μm‐thick cryosections taken at the mid‐belly of the tibialis anterior and soleus muscles were processed for immunostaining as described previously.^11^ Briefly, sections were blocked for 1 h at room temperature and incubated overnight at 4°C with a dystrophin (tibialis anterior: Developmental Studies Hybridoma Bank, Iowa City, IA, USA; #MANDRA1(7A10)) or laminin (soleus: MilliporeSigma, Burlington, MA, USA; #05‐206) followed by a 1 h secondary antibody (AlexaFluor 555 #A‐21227 and #A‐21434; Thermo Fisher Scientific, Waltham, MA, USA) incubation at room temperature. Entire sections were analysed for cross‐sectional area (CSA) using Lionheart LX automated microscope (BioTek Instruments, Winooski, VT, USA).

### Interleukin‐6 and insulin‐like growth factor‐1 plasma levels

Mouse interleukin (IL)‐6 and insulin‐like growth factor (IGF)‐1 were measured in EDTA‐treated mouse platelet‐poor plasma via magnetic luminex assay (IL‐6: LXSAMSM‐BR27; IGF‐1: LXSAMSM‐BR55; R&D Systems, Minneapolis, MN, USA) per the manufacturer's instructions.

### Western blotting

Protein extracts were obtained by homogenizing 50 mg of quadriceps muscle or heart tissue in RIPA buffer (150 mM NaCl, 1.0% NP‐40, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris, pH 8.0) supplemented with inhibitor cocktails for proteases (Roche, Indianapolis, IN, USA) and phosphatases (Thermo Scientific, Rockford, IL, USA) on ice. Any cellular debris was removed by centrifugation (15 min, ×14 000 *g* at 4°C), and protein concentration was assessed using the BCA protein assay method (Thermo Scientific). Protein extracts (30 μg) were electrophoresed in 4–15% gradient SDS Criterion TGX precast gels (Bio‐Rad, Hercules, CA, USA) and transferred to nitrocellulose membranes (30 min at 100 V; Bio‐Rad). Membranes were blocked with odyssey blocking buffer (LI‐COR Biosciences, Lincoln, NE, USA) at room temperature for 1 h and incubated overnight in primary antibodies at 4°C with gentle rocking. Following primary antibody incubation, membranes were washed three times with PBS containing 0.2% Tween‐20 (PBST), and the membrane was incubated at room temperature for 1 h with either anti‐rabbit IgG (H + L) DyLight 800 or anti‐mouse IgG (H + L) DyLight 680 secondary antibodies (Cell Signaling Technologies, Danvers, MA, USA). Blots were again washed three times using PBST and then visualized and quantified using the Odyssey Infrared Imaging System (LI‐COR Biosciences). Antibodies used were phospho‐STAT3 (Tyr705) (#9145), STAT3 (#12640), phospho‐AKT (Ser473) (#4060), AKT (#9272), phospho‐ERK1/2 (Thr202/Tyr204) (#4370), ERK1/2 (#4695), phospho‐p38 (Thr180/Tyr182) (#4511), p38 (#9212), Ubiquitin (#3933), OPA‐1 (#80471), Mitofusin‐2 (#9482), Cytochrome C (#11940), COX IV (#4844), VDAC (#4866), and DRP1 (#8570) from Cell Signaling Technologies; PGC‐1α (#AB3242) from MilliporeSigma; PGC‐1β (#ab176328) from Abcam; and α‐Tubulin (#12G10) from Developmental Studies Hybridoma Bank. In general, phosphorylated protein levels were normalized to the expression of the respective total proteins, and tubulin was used as loading control.

### Pyruvate dehydrogenase and succinate dehydrogenase enzymatic activity

The enzymatic activities of pyruvate dehydrogenase (PDH) and succinate dehydrogenase (SDH) were measured using Colorimetric Assay Kits (MAK183 and MAK197, respectively) from MilliporeSigma as performed previously.^10^ Briefly, 10 mg of quadriceps muscle was homogenized in 100 μL of ice‐cold assay buffer, followed by centrifugation (5 min; ×10 000 *g*; 4°C); 15 μL of supernatant was added to 96‐well plates. PDH and SDH reaction mixes were added to appropriate wells, resulting in a colorimetric (450 nm for PDH and 600 nm for SDH) product proportional to the enzymatic activity. The absorbance was recorded by incubating the plate (37°C for PDH and 25°C for SDH) and taking measurements (450 and 600 nm) every 5 min for 30 and 20 min, respectively.

### Succinate dehydrogenase staining

Tibialis anterior muscles were cut into 10 μm cross‐sections on a cryostat and incubated for 30 min at 37°C with 0.5 mg/mL nitroblue tetrazoliumand (MilliporeSigma), 50 mM Na‐succinate (MilliporeSigma), and 0.08 mM phenazine methosulfate (Thermo Fisher Scientific) in PBS as previously performed.^10^ Sections were washed three times in deionized water, mounted with PBS‐glycerol (MilliporeSigma), and photographed using an Axio Observer.Z1 motorized microscope (Carl Zeiss). Entire SDH‐stained sections were quantified for integrated density using ImageJ software (NIH).

### Real‐time quantitative polymerase chain reaction

Total RNA from the fat, heart, and quadriceps muscle was extracted using the miRNeasy Mini kit (Qiagen, Valencia, CA, USA), according to the manufacturer's instructions. RNA was quantified using a Synergy H1 spectrophotometer (BioTek) and reverse transcribed to cDNA using the Verso cDNA kit (Thermo Fisher Scientific). Transcript levels were measured by real‐time PCR (Light Cycler 96, Roche) utilizing the TaqMan gene expression assay system (Life Technologies, Carlsbad, CA, USA). Expression levels for Lipe (Mm00495359_m1), Plin1 (Mm00558672_m1), Pnpla2 (Mm00503040_m1), Fasn (Mm00662319_m1), Srebf1 (Mm01306292_m1), Srebf2 (Mm00550338_m1), Atrogin‐1 (Mm00499523_m1), and Murf‐1 (Mm01185221_m1) were detected. Gene expression was normalized to TBP (Mm01277042_m1) levels using the standard 2^−ΔΔCT^ methods.

### Next‐generation RNA sequencing

Total heart RNA was evaluated for its quantity and quality using Agilent Bioanalyzer 2100. For RNA quality, an RIN number of 7 or higher is desired and was a requirement for further processing; 100 ng of total RNA was used for each sample. cDNA library preparation included mRNA purification/enrichment, RNA fragmentation, cDNA synthesis, ligation of index adaptors, and amplification, following the KAPA mRNA Hyper Prep Kit Technical Data Sheet, KR1352 – v4.17 (Roche Corporate). Each resulting indexed library was quantified, and its quality accessed by Qubit and Agilent Bioanalyzer, and multiple libraries pooled in equal molarity; 5 μL of 2 nM pooled libraries per lane were denatured, neutralized, and applied to the cBot for flow cell deposition and cluster amplification, before loading to HiSeq 4000 for 75b paired‐end sequencing (Illumina, Inc.). Approximately 30 M reads per library were generated. A Phred quality score (Q score) was used to measure the quality of sequencing. More than 90% of the sequencing reads reached Q30 (99.9% base call accuracy). The sequencing data were first assessed using FastQC (Babraham Bioinformatics, Cambridge, UK) for quality control. Then all sequenced libraries were mapped to the mouse genome (mm10) using STAR RNA‐seq aligner^32^ with the following parameter: ‘‐‐outSAMmapqUnique 60’. The reads distribution across the genome was assessed using bamutils (from ngsutils).^33^ Uniquely mapped sequencing reads were assigned to mm10 refGene genes using featureCounts (from subread)^34^ with the following parameters: ‘‐s 2 –p –Q 10’. Quality control of sequencing and mapping results was summarized using MultiQC.^35^ Genes with read count per million < 0.5 in more than 4 of the samples were removed. 

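Applied to the deposited counts of the 9 libraries analysed here, this criterion removed 526 genes and kept 13364. Glp1r and Scgb1a1, which the paper discusses, were among those removed. Of the genes of Table S11, 378 passed it. A stricter requirement of at least 10 counts in every library kept 12254 genes.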

Differentially expressed genes (fold change ≥ 1.5, *P*‐value < 0.05) were used for constructing the heatmap using Partek® Flow® software, version 9.0.20.0417 Copyright ©; 2020 (Partek Inc., St. Louis, MO, USA). Functional enrichment analysis was performed using DAVID bioinformatics.^36^ To understand if ACVR2B/Fc has a rescue effect in cardiac function in tumour hosts, differentially expressed genes between mHCT116 and sham were compared against ACVR2B/Fc + mHCT116 vs. mHCT116 to interpret the findings. Pathways and ontology terms with *P* < 0.05 were only considered for representation. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE149604 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149604).^37^

### Statistics

One‐way analysis of variance tests were performed to determine differences between experimental groups. Post hoc comparisons were accomplished via a Tukey's test, with statistical significance set a priori at *P* ≤ 0.05. All statistics were performed using GraphPad Prism 8.4.1, and data are presented as means ± standard deviation.

## Results

### ACVR2B/Fc preserves body weight and fat mass in mHCT116 tumour hosts

Similar to our recent findings, NSG male mice bearing HCT116 LM displayed loss of body weight (*Figure* 1A and 1B), which was also accompanied by mild ascites.^11^ Carcass weights in tumour hosts (T) revealed a 22% reduction (*P* < 0.0001) compared with sham (S) animals (*Figure* 1C). ACVR2B/Fc administration to tumour hosts (A + T) was able to maintain body weight over the course of the experiment (*Figure* 1A and 1B), yielding a 14% increase (*P* < 0.0001) in carcass weight compared with T, while not having an effect on either wet or dry food consumption (*Figure* S2). Similar trends were observed for gonadal fat, which was reduced by 79% in T compared with S (*P* < 0.0001; *Figure* 1D), and for total fat at time of euthanasia, which revealed a 54% reduction in T relative to S (*P* < 0.0001; *Figure* 1E). Notably, A + T hosts displayed markedly preserved gonadal fat (+238%, *P* < 0.001) and overall terminal fat content (+70%, *P* < 0.0001) vs. T (*Figure* 1D and 1E). Interestingly, white adipose tissue gene expression levels of several markers of lipolysis (Lipe: −84%, *P* < 0.001; Plin1: −94%, *P* < 0.001; Plnpla2: −82%, *P* < 0.001) were all severely reduced in T compared with S but were all mildly preserved in A + T (Lipe: −53%, *P* < 0.05; Plin1: −68%, *P* < 0.01; Plnpla2: −56%, *P* < 0.01 vs. S) (*Figure* S3). Expression of Fasn, encoding for fatty acid synthase, was also significantly reduced in T (−89%, *P* < 0.001) compared with S and mildly preserved in A + T (−72%, *P* < 0.01 vs. S), whereas we saw no gene expression changes in either Srebf1 or Srebf2, both key players in the regulation of lipogenesis (*Figure* S3). Although the EchoMRI‐based body composition assessment did not reveal significant reductions in lean mass of T compared with S, we did observe an 11% increase (*P* < 0.01) in T + A compared with T alone (*Figure* 1F). Similar to previous findings, formation of HCT116 LM did not lead to a significant increase in liver weights in T or A + T compared with S (*Figure* 1G and 1H).^11^ Moreover, tumour area did not differ between T and A + T (*Figure* 1H and 1I).

**Figure 1:**
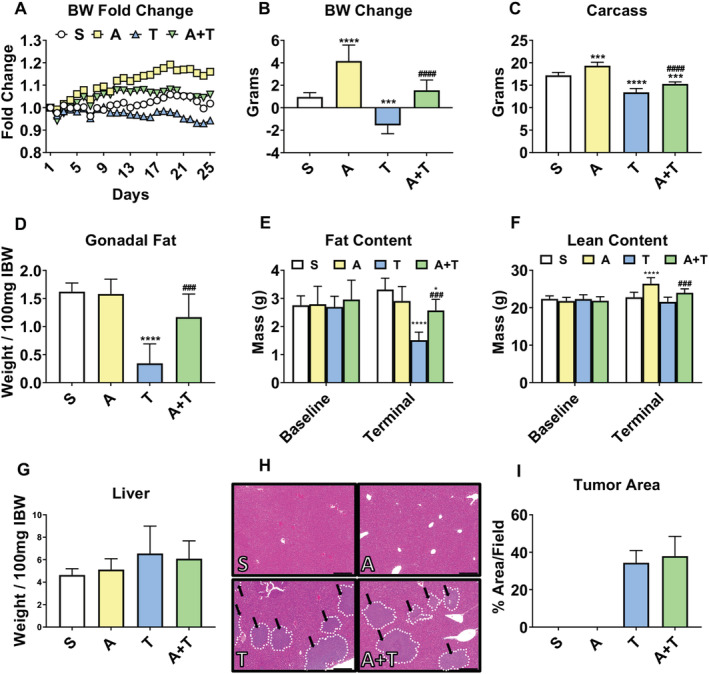
ACVR2B/Fc preserves body weight (BW) in mHCT116 hosts. (*A*) BW curves, (*B*) BW change at time of sacrifice (vs. Day 1), (*C*) carcass weights, (*D*) gonadal fat normalized to initial body weight (IBW), (*E*) fat content, and (*F*) lean content determined by EchoMRI (*E* and *F*) of NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 5–10). (*G*) Liver weights normalized to IBW, (*H*) representative haematoxylin and eosin staining, and (*I*) tumour area quantification of liver tissue from S, A, T, and A + T mice. Black arrows indicate tumours, and images were taken at ×5 magnification. Scale bars: 200 μm. Data are expressed as mean ± SD. Significance of the differences: *P < 0.05, ***P < 0.001, ****P < 0.0001 vs. S; ^###^ *P* < 0.001, ^####^ *P* < 0.0001 vs. T.

### ACVR2B/Fc preserves skeletal muscle mass and strength in mHCT116 tumour hosts

Next, in line with previous literature,^17^, ^22^, ^24^, ^38^ we wanted to assess whether use of ACVR2B/Fc was able to rescue skeletal muscle atrophy and weakness also in hosts bearing CRC LM. Consistent with the trends detected in both body mass and fat mass (*Figure* 1), T mice saw significant loss of skeletal muscle mass, with gastrocnemius (−20%, *P* < 0.0001), tibialis anterior (−17%, *P* < 0.05), and quadriceps (−22%, *P* < 0.001) all exhibiting reduced size compared with S (*Figure* 2A–2C). Moreover, CSA analysis of tibialis anterior muscle revealed a shift over to smaller fibres with a 24% (*P* < 0.01) reduction in mean size in T compared with S (*Figure* 2D–2F). Similarly, CSA of the slower, oxidative soleus muscle revealed shifts over to smaller fibres with a 24% (*P* < 0.0001) loss in mean size in T compared with S (*Figure* S4). Administration of ACVR2B/Fc was able to fully preserve skeletal muscle mass, as gastrocnemius (+24%, *P* < 0.0001), tibialis anterior (+31%, *P* < 0.0001), and quadriceps (+31%, *P* < 0.0001) were all increased in A + T compared with T (*Figure* 2A–2C). In line with the rescue in skeletal muscle mass, A + T mice also saw a 43% rescue (*P* < 0.0001) in tibialis anterior CSA and a 18% rescue (*P* < 0.01) in soleus CSA compared with T alone (*Figures* 2D–2F and S4). In line with the loss of skeletal muscle mass, grip strength was reduced 24% (*P* < 0.0001) in T compared with S and preserved in A + T compared with T (+40%, *P* < 0.0001) (*Figure* 2G). Moreover, T saw significant reductions in *in vivo* plantarflexion force compared with all other groups from 80 to 150 Hz (*P* < 0.05) (*Figure* 2H).

**Figure 2:**
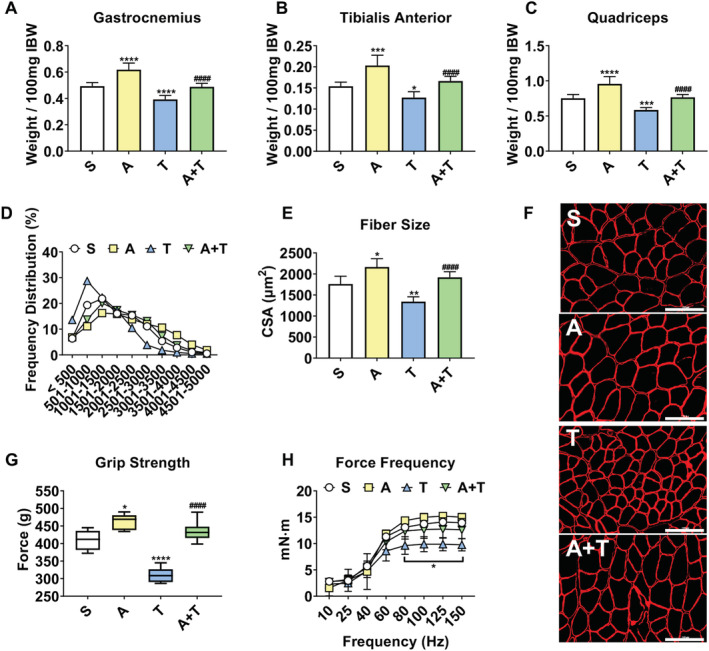
ACVR2B/Fc preserves muscle mass and strength in mHCT116 hosts. (*A*) Gastrocnemius, (*B*) tibialis anterior, and (*C*) quadriceps muscles normalized to initial body weight (IBW) in NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 5–10). (*D*) Cross‐sectional area (CSA) frequency distribution, (*E*) mean CSA, and (*F*) representative images of dystrophin‐stained tibialis anterior muscles for CSA assessment (*n* = 4–6). Images were taken at ×20 magnification. Scale bars: 100 μm. (*G*) Grip strength assessment (*n* = 5–10). (*H*) *In vivo* force–frequency plantarflexion curve (*n* = 4). Data are expressed as mean ± SD. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. S; ^####^ *P* < 0.0001 vs. T. For (*H*): *P < 0.05 vs. all other groups 80–150 Hz.

### ACVR2B/Fc improves markers of anabolism and catabolism in skeletal muscle of mHCT116 tumour hosts

We previously demonstrated that formation of HCT116 LM increased systemic host‐derived IL‐6, and reduced host‐derived IGF‐1, in line with elevated Stat3 phosphorylation and ubiquitination within skeletal muscle.^11^ We aimed to assess whether the preservation in skeletal muscle mass upon ACVR2B/Fc administration was associated with improvement of such alterations. IL‐6 was elevated (+13.3‐fold, *P* < 0.05) in T vs. S (*Figure* 3A), consistent with increased Stat3 phosphorylation (+74%, *P* < 0.01) (*Figure* 4A). Interestingly, IL‐6 levels were not improved in A + T compared with T, although we did observe reduced levels of Stat3 phosphorylation (−22% in A + T vs. T, *P* < 0.05) (*Figures* 3A and 4A). In contrast, while IGF‐1 was reduced (−66%, *P* < 0.0001) in T animals, we did observe a rescue of circulating IGF‐1 upon administration of ACVR2B/Fc (+79%, *P* < 0.01 vs. T) (*Figure* 3B), also in line with increased AKT phosphorylation (+176%, *P* < 0.05) in the A + T mice (*Figure* 4B). Similar to our previous findings, ERK and p38 phosphorylation were unchanged in the T group, regardless of ACVR2B/Fc treatment (*Figure* 4C and 4D).^11^ In contrast, here we demonstrated that rescue of skeletal muscle mass in hosts bearing LM receiving weekly ACVR2B/Fc is associated with reductions in markers of catabolism. Indeed, while the E3 ubiquitin ligases Murf1 (+4.3‐fold *P* < 0.01 vs. S) and Atrogin‐1 (+3.9‐fold%, *P* < 0.0001 vs. S) were robustly up‐regulated in the T group, also in line with increased total ubiquitinated protein (+18%, *P* < 0.05 vs. S) (*Figure* 4E–4G),^11^ administration of ACVR2B/Fc was able to partially correct the hypercatabolic state in the muscle of mice bearing HCT116 LM, as suggested by the levels of Murf1 (−45%, *P* < 0.05 vs. T), Atrogin‐1 (−34%, *P* < 0.05 vs. T), and total ubiquitinated proteins (−43%, *P* < 0.0001 vs. T) (*Figure* 4E–4G).

**Figure 3:**
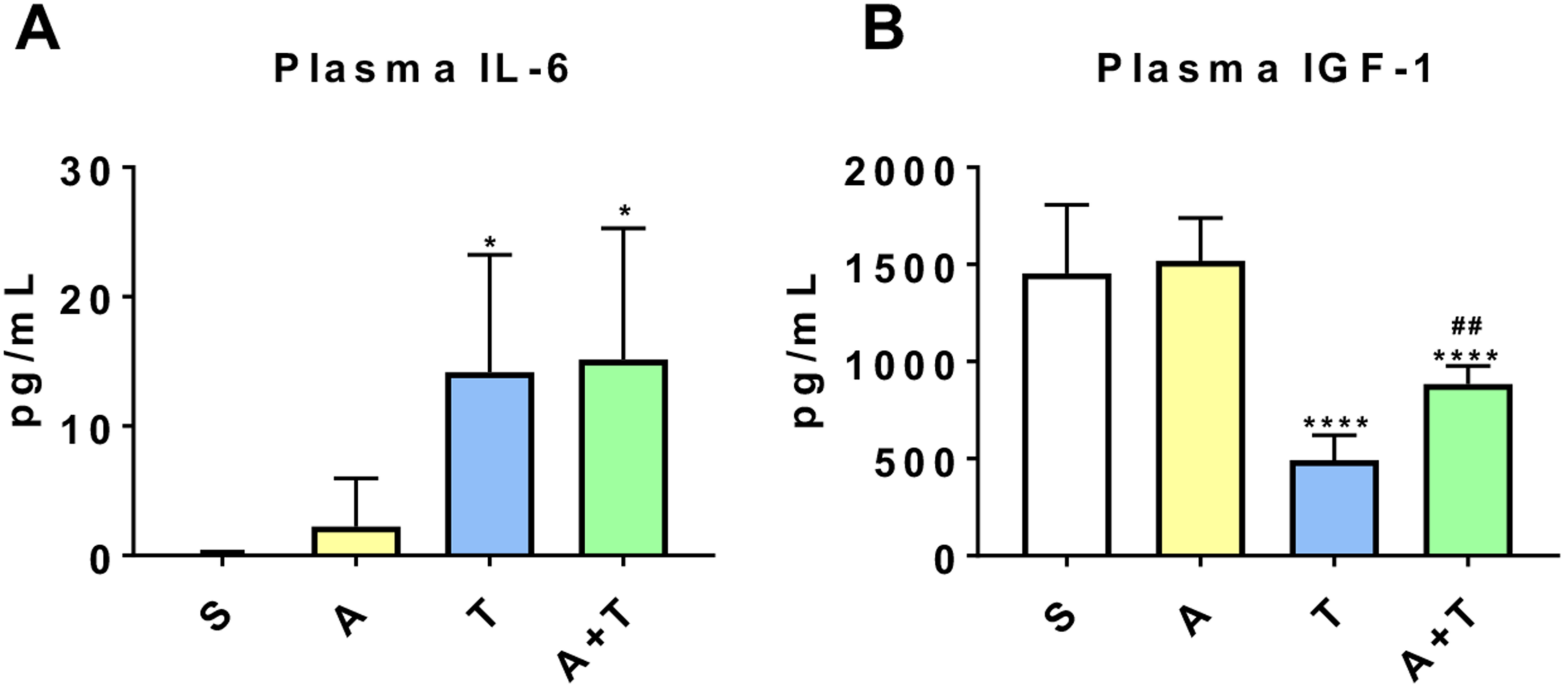
ACVR2B/Fc improves circulating IGF‐1 in mHCT116 hosts. (*A*) IL‐6 and (*B*) IGF‐1 plasma levels assessed by magnetic multiplex assay in NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 5–10). Data are expressed as mean ± SD. Significance of the differences: *P < 0.05, ****P < 0.0001 vs. S; ^##^ *P* < 0.01 vs. T.

**Figure 4:**
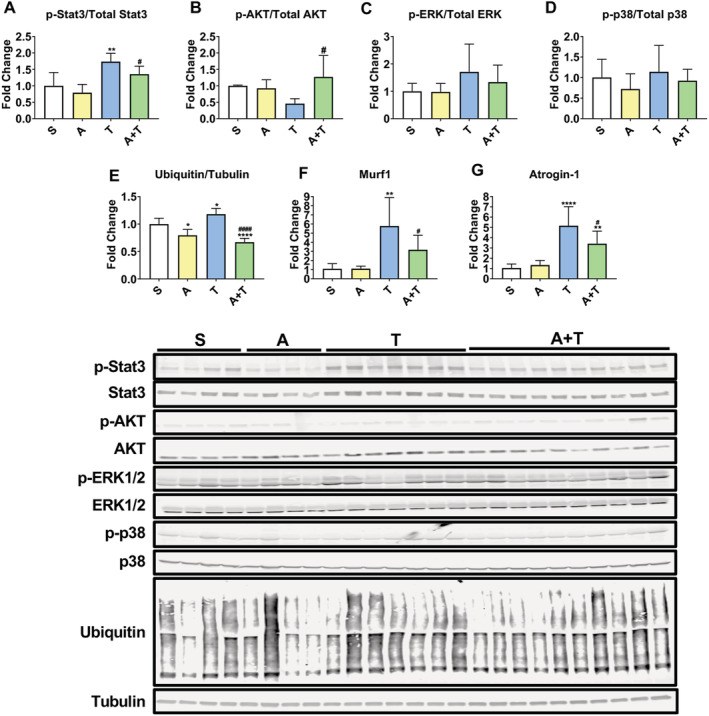
ACVR2B/Fc prevents the changes in markers of anabolism and catabolism in mHCT116 hosts. Representative western blotting and quantification (expressed as fold change vs. S) for (*A*) phospho‐Stat3, Stat3, (*B*) phospho‐AKT, AKT, (*C*) phospho‐ERK1/2, ERK1/2, (*D*) phospho‐p38, p38, (*E*) ubiquitin and tubulin from quadriceps muscle in NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 4–10). Gene expression levels for (*F*) Murf1 and (*G*) Atrogin‐1 (normalized to TBP) (*n* = 5–10). Data are expressed as mean ± SD. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. S; ^#^ *P* < 0.05, ^####^ *P* < 0.0001 vs. T.

### ACVR2V/Fc maintains succinate dehydrogenase enzyme activity while unaltering mitochondrial proteins in mHCT116 tumour hosts

Our prior work has demonstrated that skeletal muscle wasting induced by metastatic CRC is accompanied by depletion of several mitochondrial proteins as well as oxidative metabolism.^10^, ^11^ Thus, we wanted to assess whether preservation of muscle mass induced by ACVR2B antagonism was also associated with preservation of mitochondrial proteins and surrogates for oxidative metabolism. Assessment of mitochondrial proteins in the T mice demonstrated reductions in OPA1 (−31%, *P* < 0.01), PGC1α (−28%, *P* < 0.05), and VDAC (−42%, *P* < 0.001) levels, whereas PGC1β, Mitofusin‐2, DRP1, cytochrome‐C, and CoxIV were not significantly different (*Figure* 5A). Interestingly, reduced mitochondrial proteins in T mice were not restored by treatment with ACVR2B/Fc (OPA1: −39%, *P* < 0.001 vs. S; PGC1α: −44%, *P* < 0.001 vs. S; VDAC: −35%, *P* < 0.01 vs. S), suggesting that restoration of mitochondrial content is likely independent on preservation of skeletal mass resulting from blockade of ACVR2B (*Figure* 5A). In contrast, assessment of oxidative metabolism revealed improvements in A + T. Indeed, PDH enzyme activity was significantly impaired in T (−70%, *P* < 0.01) compared with S, while A + T was not significantly changed compared with S (*Figure* 5B). In line with PDH enzyme activity, SDH enzyme activity (−84%, *P* < 0.05) and SDH staining of the tibialis anterior (−94%, *P* < 0.01) were reduced in T compared with S (*Figure* 5C–5E). Conversely, SDH enzyme activity (+4.5‐fold, *P* < 0.05) and SDH staining (+9.5‐fold, *P* < 0.05) were preserved in A + T compared with T (*Figure* 5C–5E).

**Figure 5:**
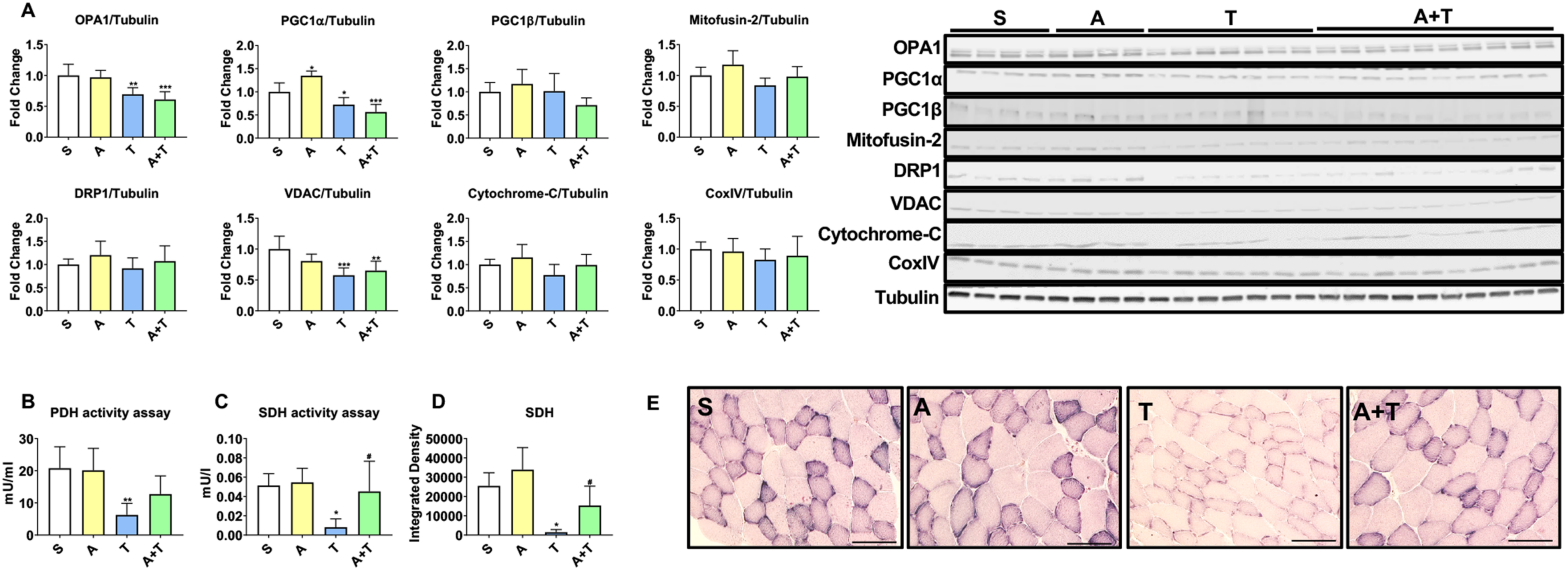
ACVR2B/Fc preserves oxidative metabolism while unaltering mitochondrial proteins in mHCT116 tumour hosts. (*A*) Representative western blotting and quantification (expressed as fold change vs. S) for OPA1, PGC1α, PGC1β, Mitofusin‐2, DRP1, VDAC, cytochrome‐C, CoxIV, and tubulin from quadriceps muscle in NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 4–10). (*B*) Enzymatic activity for pyruvate dehydrogenase (PDH) and (*C*) succinate dehydrogenase (SDH) from quadriceps muscles and (*D* and *E*) SDH staining and quantification on tibialis anterior muscles (*n* = 4–6). Images were captured at a magnification of ×20. Scale bars: 100 μm. Data are expressed as means ± SD. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001 vs. S; ^#^ *P* < 0.05 vs. T.

### ACVR2B/Fc preserves cancellous bone in mHCT116 tumour hosts

We have previously demonstrated that mice carrying C26 LM present with trabecular bone loss, unlike mice transplanted with C26 allografts.^9^, ^10^ To corroborate our findings in the HCT116 model of LM, a morphometric analysis of cancellous bone by μCT was performed. Similar to our previous findings, tumour‐bearing hosts displayed marked cancellous bone loss, as suggested by reduced BV/TV (−39%, *P* < 0.05 vs. T) and Tb.N (−36%, *P* < 0.05 vs. T), and by increased Tb.Pf (+47%, *P* < 0.01), whereas Tb.Th, Tb.Sp, and Conn.Dn remained substantially unchanged (*Figure* 6A–6F). Notably, consistent with our previous observations showing that ACVR2B/Fc potently counteracts chemotherapy‐induced bone loss,^22^ inhibition of ACVR2B was able to completely preserve cancellous bone measurements in tumour hosts, as suggested by augmented BV/TV (+124%, *P* < 0.0001), Tb.N (+117%, *P* < 0.0001), and Conn.Dn (+111%, *P* < 0.001), as well as by decreased Tb.Sp (−52%, *P* < 0.05) and Tb.Pf (−47%, *P* < 0.0001) (*Figure* 6A–6F).

**Figure 6:**
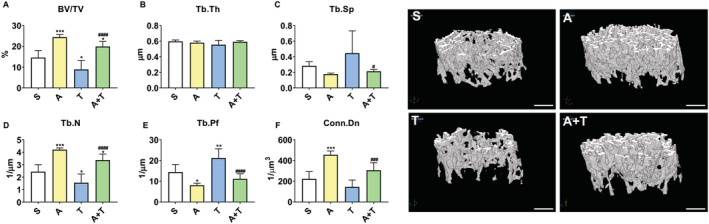
ACVR2B/Fc preserves cancellous bone in mHCT116 hosts. Representative three‐dimensional rendering of μCT scanned images and quantification of bone volume fraction (*A*) (BV/TV), (*B*) trabecular thickness (Tb.Th), (*C*) trabecular separation (Tb.Sp), (*D*) trabecular number (Tb.N), (*E*) trabecular pattern factor (Tb.Pf), and (*F*) trabecular connectivity density (Conn.Dn) of femur bones from 8‐week‐old NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 4–9). Scale bars: 1 mm. Data are expressed as mean ± SD. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. S; ^#^ *P* < 0.05, ^###^ *P* < 0.001, ^####^ *P* < 0.0001 vs. T.

### ACVR2B/Fc preserves cardiac function in mHCT116 tumour hosts

We have previously demonstrated heighted whole‐heart wasting in animals bearing CRC LM compared with traditional allograft and xenograft subcutaneous CRC implants,^10^, ^11^ although cardiac function was not taken into exam. Because CRC induces cardiovascular complications including heart failure,^39^ we documented the effects of CRC LM on cardiac function using echocardiography (Videos S5–S8) and determined if ACVR2B signalling blockade counteracted tumour‐associated cardiac dysfunction (*Figure* 7, *Table* 1). Notably, administration of ACVR2B/Fc did not exert effects on total heart mass, as we witnessed only mild whole‐heart wasting in both T (−11%, *P* = 0.09) and A + T (−11%, *P* = 0.06) compared with S (*Figure* 7A), consistent with the echocardiographic assessment of significant decreases in LV mass, with both T (−21%, *P* < 0.01) and A + T (−17%, *P* < 0.01) reduced compared with S (*Figure* 7B). Tumour hosts showed marked reductions in LV anterior wall thickness (anterior wall thickness, in systole: −22%, *P* < 0.0001, and in diastole: −21%, *P* < 0.0001; *Figure* 7C and 7D) and posterior wall thicknesses (in systole: −21%, *P* < 0.0001, and in diastole: −12%, *P* < 0.05; *Figure* 7E and 7F), consistent with cardiac muscle atrophy. Significantly decreased systolic function in the metastatic CRC group (T vs. S) was evidenced by decreased EF% (−16%, *P* < 0.0001) and FS% (−25%, *P* < 0.0001) (*Figure* 7G and 7H). Treatment of the tumour group with ACVR2B/Fc significantly protected against systolic dysfunction, evidenced by EF% and FS% (*Figure* 7G and 7H), along with measures of cardiac dilation and associated changes in volume (*Table* 1).

**Figure 7:**
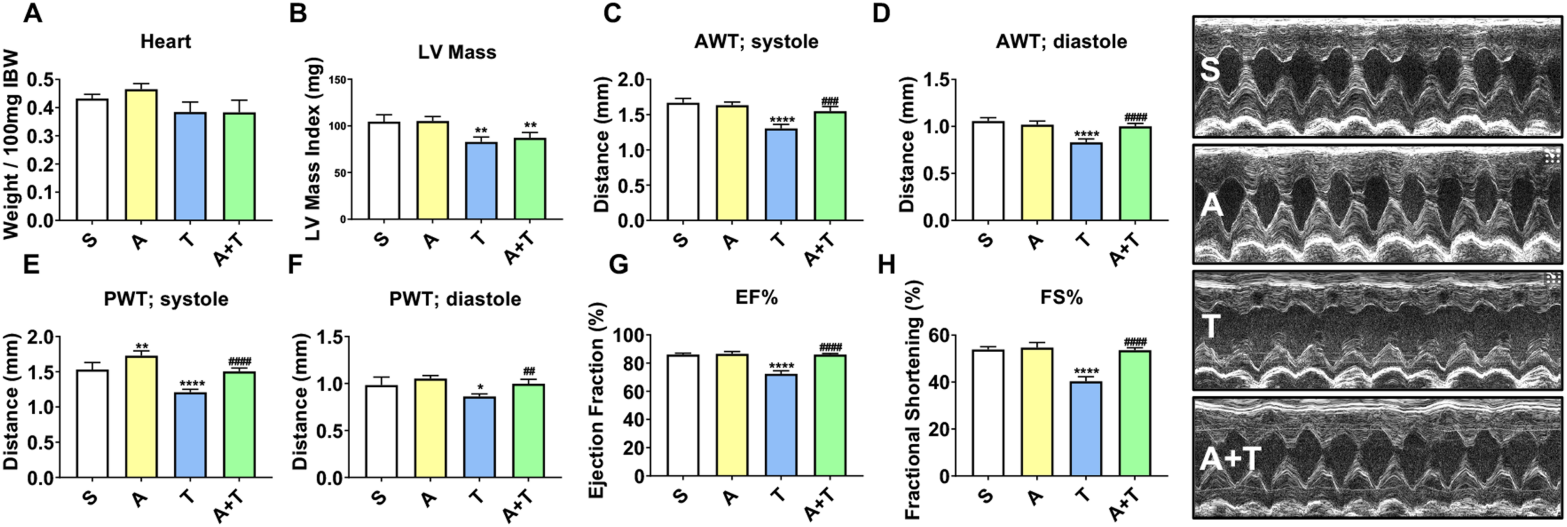
ACVR2B/Fc preserves cardiac function in mHCT116 hosts. (*A*) Heart weights normalized to initial body weight (IBW) in 8‐week‐old NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 5–10). (*B*) Left ventricular (LV) mass, (*C*) anterior wall thickness (AWT) at systole, (*D*) AWT at diastole, (*E*) posterior wall thickness (PWT) at systole, (*F*) PWT at diastole, (*G*) ejection fraction percentage (EF%), and (*H*) fractional shortening percentage (FS%) determined via conscious echocardiography (*n* = 3–5). Representative images are taken from M‐mode. Data are expressed as mean ± SD. Significance of the differences: *P < 0.05, **P < 0.01, ****P < 0.0001 vs. S; ^##^ *P* < 0.01, ^###^ *P* < 0.001, ^####^ *P* < 0.0001 vs. T.

**Table 1:** High‐resolution transthoracic echocardiography performed on conscious mice at 3 weeks following tumour injection

Measure	Sham (S) *n* = 3	ACVR2B/Fc (A) *n* = 3	Tumour‐bearing (T) *n* = 5	A + T *n* = 5
LVEDD (mm)	2.96 ± 0.10	2.93 ± 0.099	3.06 ± 0.13	2.67 ± 0.086* ^,^ ^###^
LVESD (mm)	1.37 ± 0.078	1.33 ± 0.089	1.82 ± 0.081^****^	1.24 ± 0.040^####^
LV Vol; diastole (mL)	34.10 ± 2.89	33.17 ± 2.78	37.05 ± 3.87	26.41 ± 2.13* ^,^ ^###^
LV Vol; systole (mL)	4.82 ± 0.75	4.49 ± 0.77	10.14 ± 1.15^****^	3.68 ± 0.32^####^
LV mass/BW (mg/g)	3.77 ± 0.20	3.47 ± 0.10	3.21 ± 0.15**	3.08 ± 0.23**
HR (b.p.m.)	722 ± 9.70	683 ± 13.27*	669 ± 12.29**	686 ± 13.67**

BW, body weight; HR, heart rate; LV, left ventricle; LVEDD, left ventricular end‐diastolic dimension; LVESD, left ventricular end‐systolic dimension.

Data represent the mean ± standard deviation. A one‐way analysis of variance test was performed to determine differences between experimental groups followed by post hoc comparisons using a Tukey's test.

* *P* < 0.05.

** *P* < 0.01.

*** *P* < 0.001.

**** *P* < 0.0001 vs. S.

^##^ *P* < 0.01.

^###^ *P* < 0.001.

^####^ *P* < 0.0001 vs. T.

### ACVR2B/Fc treatment does not exhibit potent effects on cardiac signalling

Next, we sought to examine whether changes at the molecular level in the heart could mirror the effects on function, especially given that ACVR2B/Fc administration was sufficient to preserve heart function along with LV wall thickness in tumour‐bearing animals. Similar to the skeletal muscle (*Figure* 4A), we detected elevated phospho‐Stat3 ( + 69%, *P* < 0.05) in the hearts of T compared with S (*Figure* S9A), which was not corrected by ACVR2B/Fc (+71%, *P* < 0.05 vs. S) (*Figure* S9A). In contrast with data previously reported in APC^min/ +^ mice, another model for the study of CRC cachexia,^40^ the mHCT116 hosts presented reduced phosphorylation of AKT (−43%, *P* < 0.05 vs. S), which was not statistically different from S in the mice receiving the treatment (*Figure* S9B). In a similar manner, total ubiquitinated proteins were equally elevated in the T (+40%, *P* < 0.05) and A + T (+50%, *P* < 0.05) groups vs. S (*Figure* S10). Conversely, phospho‐ERK was elevated in the A (+120%, *P* < 0.05), T (+76% in T, *P* < 0.05), and A + T (+78%, *P* < 0.05) groups vs. S, whereas no alterations in the levels of either phospho‐p38 or OPA1 were detected (*Figure* S9C–S9E). Interestingly, PGC1α was found reduced in the A + T group compared with both S (−34%, *P* < 0.0001) and T (−25%, *P* < 0.01) (*Figure* S9F).

### ACVR2B/Fc treatment corrects gene networks associated with cardiac development and contraction

We sought to take an omics approach by performing RNA sequencing to assess differences in gene signatures, which could explain the preservation of cardiac function in the HCT116 hosts administered ACVR2B/Fc. 

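Heart RNA of 9 NSG male mice, an immunodeficient strain that accepts human tumour cells, was analysed here. The libraries came from 3 sham mice (S, animals 2, 3 and 5), from 3 mice labelled as hosts of HCT116 cells, a human colorectal cancer line (T, animals 11, 12 and 15), and from 3 hosts labelled as given ACVR2B/Fc (A + T, animals 20, 21 and 22). ACVR2B/Fc is a soluble receptor fused to an antibody Fc fragment, which binds activins, myostatin and related ligands. Libraries of mice given ACVR2B/Fc without a tumour were not analysed here. The paper places euthanasia on day 25, whereas the sample labels give week 3.

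The authors enriched mRNA from 100 ng of total heart RNA, sequenced it as 75-base paired ends, aligned the reads to the mouse genome mm10 with STAR and counted uniquely mapped, strand-matched read pairs on RefSeq genes with featureCounts. They deposited these counts per gene, without normalization, together with a table of log2 normalized values. The counts summed to 19732471, 18432460 and 13078370 in the S libraries, to 15810876, 15536170 and 12392222 in the libraries labelled T, and to 15110581, 14731701 and 16279894 in A + T. The paper gives approximately 30 M reads per library, and the values here use the counts on genes. The ribosomal RNA gene Rn45s took between 4.57% and 19.6% of the counts of a library and varied within every group. Each library was counted as a separate animal because the labels number the animals. Pairs of libraries of the same group differed by more than counting noise, with a chi-square per gene of at least 7.74, which does not by itself tell animals from repeated preparations.

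Genes with a CPM, the count scaled to a common library size, under 0.5 in more than 4 of the 9 libraries were left out, after the filter in the methods, which kept 13364 genes. All 3 groups were fitted together with edgeR's quasi-likelihood test after TMM normalization, a scaling that corrects for differences in library composition. With 3 animals per group, an exact permutation test of a single gene cannot give a P-value under 0.1. The fold changes of the libraries labelled T were also compared with the study's own gene list, and they did not match those listed for tumour hosts vs. sham. The group is therefore named by its label, and a direction given for T is that of the libraries labelled T.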

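In the hearts labelled T, 4731 of the genes tested differed from S at an unadjusted P-value under 0.05, and 1899 of these changed by at least 1.5-fold. Of the 1899 genes, 695 were higher and 1204 were lower in T. After Benjamini-Hochberg adjustment over all genes tested, with no limit on the fold change, 2837 genes differed, of which 1371 were higher and 1466 lower. The count at the study's thresholds was 1633 when only genes with at least 10 counts in every library were tested, and it lay between 1738 and 1972 when each animal was left out in turn. The count after adjustment moved more. It was 1637 when the libraries were scaled by their totals alone, 1765 without animal 11 of T and 3786 without animal 22 of A + T. A first principal component with 34.0% of the variance placed the S libraries between −34.4 and −28.3, the libraries labelled T between 24.2 and 26.5, and the A + T libraries between 0.823 and 13.5.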

We identified 429 (fold change ≥ 1.5, *P*‐value < 0.05) differentially expressed genes in the hearts of T mice vs. S, which are reflected in the heatmap in *Figure* 8A. 

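Each of the 429 genes of Table S11 was present among the deposited counts, so the log2 fold changes fitted here, without the filter on low counts, were set beside the 3 comparisons of that table. Across these genes, which are not independent replicates, the libraries labelled T vs. S gave a Pearson correlation of 0.275 with the table's column for HCT vs. sham, a median absolute difference of 0.69 on the log2 scale and the same sign for 326 genes. With the table's column for ACVR2B vs. sham, the same libraries gave a correlation of 0.9999, a median absolute difference of 0.0046 and the same sign for 428 genes. The fold changes of A + T vs. S were compared with the sum of the table's columns for HCT vs. sham and ACVR2B + HCT116 vs. HCT116, which is the change of A + T vs. sham in that table. They had a median absolute difference of 0.0020 from it and the same sign for 429 genes. The deposited S and A + T libraries therefore gave the table's values, and the libraries labelled T gave those the table lists for ACVR2B vs. sham.

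**Figure D1:**
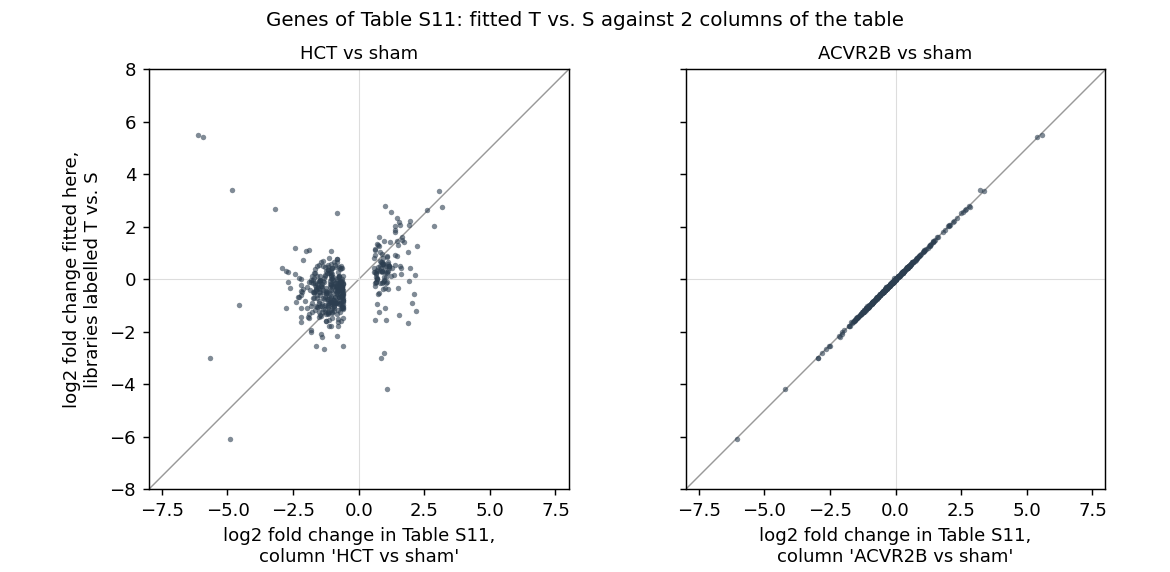
Log2 fold changes of the 429 genes of Table S11 fitted from the libraries labelled T vs. S (vertical axes) against those listed in the table for HCT vs. sham (left) and ACVR2B vs. sham (right). Each point is a gene, the diagonal marks equal values, and the points lie on the diagonal only in the right panel (median absolute difference 0.0046 against 0.69).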

The complete list of differentially expressed genes are indicated in the supporting information (*Table* S11). The top 50 genes (25 up‐regulated and 25 down‐regulated) altered in T vs. S are represented in *Figure* 8B, which also demonstrates that all dysregulated genes were either reversed or the expression change was mitigated in A + T vs. T. By performing a gene ontology/functional enrichment approach on the differentially expressed genes, we identified, among others, dysregulated genes such as bone morphogenetic protein 10 (BMP10), glucagon‐like peptide 1 receptor (GLP1R), and secretoglobin family 1A member 1 (SCGB1A1), which are known to play a role in heart contraction, heart development, and oxidative stress, respectively (*Figure* 8C and 8D). These findings suggest that administration of ACVR2B/Fc was able to reverse or improve the dysregulated cardiac gene expression thereby improving cardiac function.

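Of the 50 genes shown in Figure 8B, 31 passed the filter on low counts. Fitted from the deposited libraries, 19 of these 31 changed in opposite directions in T vs. S and A + T vs. T, and in 12 of these 19 the change from S was also smaller in A + T than in T. The other 12 genes neither turned back nor came closer to S. Without animal 22 of A + T, the number closer to S was 7. With no filter, all 50 genes could be fitted, and 27 had opposite directions while 23 did not. The direction of T vs. S was that given by the study for 19 of the 31 genes, and 8 of the 31 passed the study's thresholds in T vs. S, 4 of them in that direction. In A + T vs. S, 18 of them passed, of which 15 moved in the direction that the study gives for T vs. S. The study chose these genes against the same S libraries, so directions vs. S are not independent evidence. The up-regulated genes of the panel had a median log2 fold change of 0.43 in T vs. S (0.12 without animal 12 of T) and 1.40 in A + T vs. T.

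Of the genes in Figure 8D, the 22 of heart development had a median log2 fold change of −0.76 in T vs. S, and 20 of them were lower; without animal 2 of S the median was −0.50. At an adjusted P-value under 0.05 from edgeR, 6 were lower over all genes tested, and also 6 adjusted over the list alone. In A + T vs. T the median was 0.35 and none passed over all genes tested, while 6 had an unadjusted P-value under 0.05 and 2 passed adjusted over the list alone. The 8 tested genes of heart contraction were all lower in T, with a median of −0.87, and 4 passed the adjustment over all genes and 5 adjusted over the list alone; in A + T vs. T the median was 0.20, with 1 gene past it on either adjustment. Without animal 22 of A + T, the medians of A + T vs. T were −0.03 for heart development, with 11 genes higher and 11 lower, and −0.09 for heart contraction, so the shift towards S depended on that animal. Compared with S, the genes of heart contraction in A + T had a median of −0.88, with 7 of the 8 lower and 4 past the adjustment over all genes. With each animal left out in turn, that number lay between 0, without animal 3 of S, and 5. By the median, the list stayed as far from S as in T. The median of heart development in A + T vs. S was −0.50, with 17 of the 22 lower, −0.66 without animal 22 and −0.32 without animal 20 of A + T. The 13 tested genes of oxidative stress went both ways, with 8 higher and 5 lower in T and a median of 0.27, which was −0.02 without animal 15 of T and 0.50 without animal 5 of S. Of these, 5 passed the adjustment over all genes tested and 6 adjusted over the list alone, while in A + T vs. T the numbers were 1 and 4. The counts past the adjustment over all genes in T vs. S depended on single animals. With each animal left out in turn, they lay between 2 and 8 for heart development. For heart contraction and for oxidative stress they lay between 2 and 5. The lowest value of each list came without animal 11 of T. The study chose these genes on libraries of this experiment, and its S libraries gave the same values as those used here. The medians, directions and counts given vs. S, and the counts adjusted over the list alone, are therefore not independent evidence.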

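Of the genes that passed the study's thresholds in T vs. S, 1717 changed in the opposite direction in A + T vs. T. This is 90.4% of them, with a 95% Clopper-Pearson interval of 89.0% to 91.7% that covers counting error only, since genes are not independent. Because the libraries labelled T enter both comparisons with opposite sign, part of this share arises without any treatment. In 30 simulations in which A + T equalled T, the share lay between 61.2% and 64.2%. In 30 simulations in which both groups equalled S it lay between 85.6% and 92.9%, but there only 152 to 216 genes passed in T vs. S. The median ratio of the log2 fold change in A + T vs. S to that in T vs. S was 0.50, against 0.915 to 0.939 in the simulations in which A + T equalled T and 0.357 to 0.581 in those in which both equalled S. In A + T vs. S, 620 of the 1899 genes still passed the thresholds in the direction of T vs. S. In the simulations in which A + T equalled T, 1697 to 1820 did, but there 2305 to 2438 genes passed in T vs. S. In those in which both groups equalled S, 22 to 59 did, of the 152 to 216 genes. From the genes of Figure 8B and the enrichment that named Bmp10, Glp1r and Scgb1a1, the paper proposes that ACVR2B/Fc reversed or improved the dysregulated cardiac gene expression, and that this improved cardiac function.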

**Figure 8:**
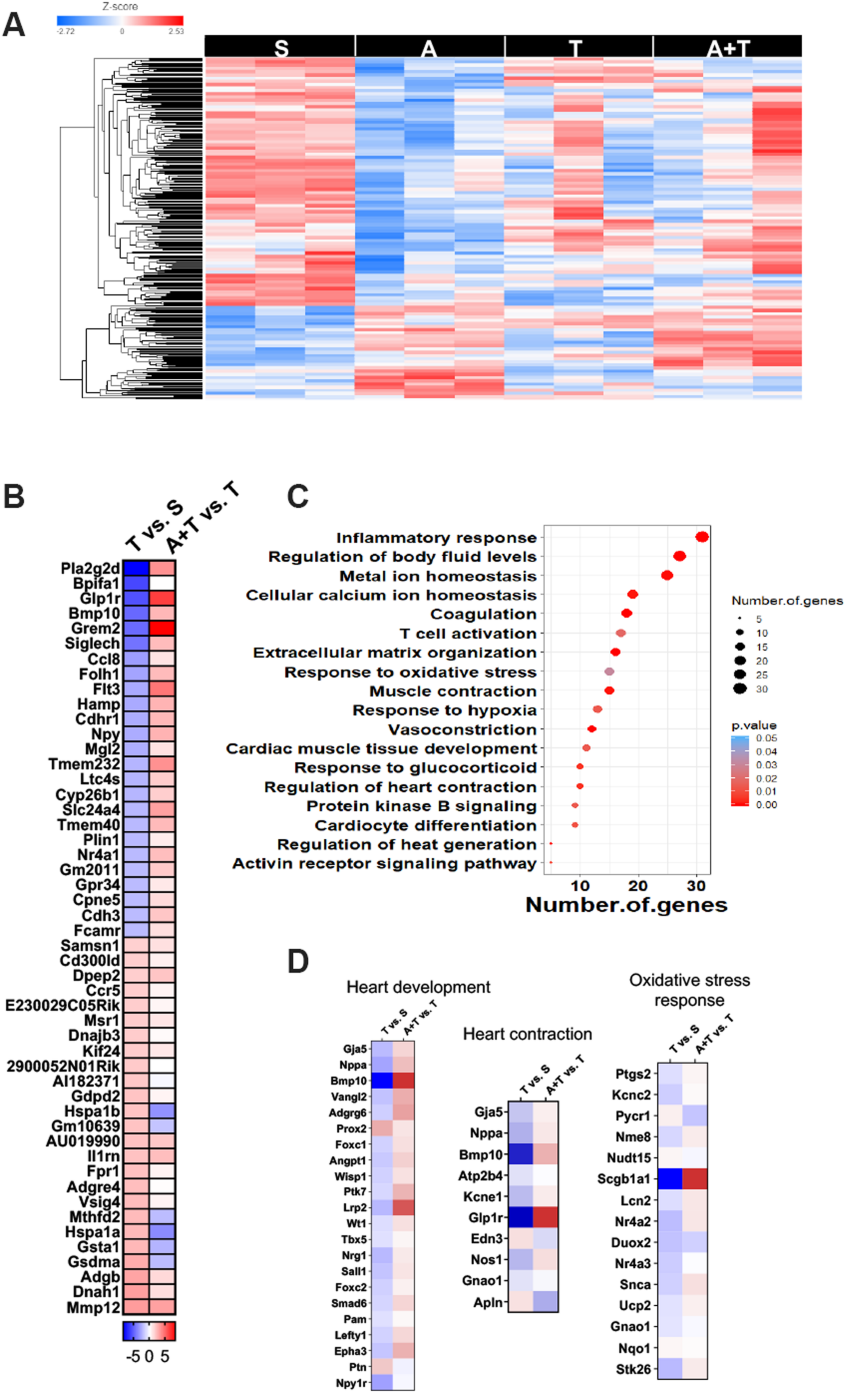
ACVR2B/Fc counteracts differentially expressed genes in hearts of mHCT116 hosts. (*A*) Heatmap of differentially expressed genes between NSG male mice (8 weeks old) intrasplenically injected with HCT116 tumour cells (1.25 × 10^5^ cells per mouse in sterile PBS: T) or an equal volume of vehicle (sham: S) and administered ACVR2B/Fc (*A*) (*n* = 3). (*B*) Top 25 up‐regulated and 25 down‐regulated differentially expressed genes in T vs. S and A + T vs. T. (*C*) Functional enrichment analysis based on the differentially expressed genes between S and T. (*D*) Differential expression of genes involved in heart development, heart contraction, and oxidative stress response in T vs. S and A + T vs. T.

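Among the genes past an adjusted P-value of 0.05 in A + T vs. T, with at least 10 counts on average and no overlap between the libraries of the groups, Ccl8 fell most. Its counts in A + T were 3 or fewer, so it was at least 15.5-fold lower than in T. Myh7, which encodes the beta heavy chain of myosin and lies on chromosome 14 of GRCm38 (mm10) from 54970684 to 54994626, fell from 12125 ± 613 CPM in T to 2410 ± 166 in A + T (SD, n = 3), a log2 fold change of −2.33 (standard error 0.11, adjusted P = 1.2e-05 from edgeR's quasi-likelihood test). Its call held in each of the 9 fits that left out an animal. Fam46b (log2 fold change −2.21), Clec10a (−2.10) and Map3k6 (−2.05) followed. The largest rises were those of Lyz1 (5.71), Cd207 (4.09), Mmp12 (3.38), Cd300ld (3.37) and Kcnj15 (3.05). Cd300ld rose from 1.26 ± 0.127 to 12.9 ± 0.598 CPM (SD, n = 3; standard error 0.19, adjusted P = 2.3e-05 from edgeR), and Cd207 from 0.450 ± 0.365 to 8.22 ± 1.56 (adjusted P = 0.00356 from edgeR). The rise of Lyz1 rests on animal 22, which held 90.6% of its counts, and without that animal its log2 fold change was 2.31. Mmp12, Kcnj15, Lyz1 and Fam46b lost their call in some of the fits that left out an animal. They kept it in 4, 3, 3 and 8 of the 9 fits. The log2 fold change of Kcnj15 was 1.51 without animal 22 and that of Mmp12 was 2.15 without animal 20 of A + T.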

## Discussion

Despite recent progress in diagnosis and treatments, CRC ranks as a leader in both cancer prevalence and cancer‐related deaths in the USA.^1^ In up to 55% of CRC patients, the development of cachexia, a multi‐organ co‐morbidity of cancer, will ultimately be responsible for worsened quality of life, reduced adherence to anti‐cancer treatments, and heightened mortality.^2^, ^41^, ^42^, ^43^ In particular, loss of skeletal muscle mass, as frequently occurring during cachexia, leads to inability to perform daily functions and directly participates in over 20% of cancer‐related deaths.^41^, ^42^, ^43^ In an attempt to identify new therapeutic targets for cachexia treatment, recent studies from our group have demonstrated that formation of LM in CRC exacerbates muscle wasting by differentially affecting specific signalling networks in skeletal muscle.^10^, ^11^ Nonetheless, no approved treatment option for patients affected with cachexia is currently available.

Interestingly, a number of studies have shown that preservation of skeletal muscle mass by targeting of the ACVR2B signalling is efficacious at prolonging survival in experimental cancer cachexia.^14^, ^38^, ^44^, ^45^ Our group and others have also shown that administration of ACVR2B/Fc, a synthetic peptide and inhibitor of the ACVR2B signalling, is able to preserve skeletal muscle mass in the presence of traditional anticancer regimens, including Folfiri, cisplatin, and doxorubicin.^22^, ^24^, ^44^ Using a similar approach, here we demonstrate that ACVR2B/Fc administration in mice bearing HCT116 LM, a model for the study of advanced metastatic CRC previously generated in our laboratory,^11^ fully preserved skeletal muscle mass and strength (*Figure* 2). In line with previous observations, our findings corroborate the idea that targeting ACVR2B may be beneficial in maintaining both skeletal muscle mass and function also in advanced CRC.

It is well known that counteraction of the ACVR2B receptor disrupts the signalling mediated by several TGF‐β superfamily members and potently corrects the levels of myostatin, a negative regulator of muscle mass, within skeletal muscle in tumour‐bearing mice.^14^, ^45^ Interestingly, treatment with ACVR2B/Fc has also shown to promote muscle growth by promoting mTOR signalling and protein synthesis in cancer‐induced and chemotherapy‐induced cachexia, thereby indicating that there may be several manners in which this approach may improve skeletal muscle mass in cachectic conditions.^24^, ^44^ We and others have implicated the transcription factor Stat3 in the progression of cachexia in several experimental models, including the C26 allograft, C26 LM and Apc^min/ + ^CRC models, as well as the Lewis Lung Carcinoma, B16 melanoma, and ES‐2 ovarian cancer models.^46^, ^47^, ^48^, ^49^, ^50^, ^51^, ^52^, ^53^, ^54^, ^55^ We recently demonstrated that the IL‐6/Stat3 axis plays a role in driving HCT116‐induced muscle wasting in rodents.^11^ Here, we demonstrate that the improved muscle mass and strength upon administration of ACVR2B/Fc was also associated with improvement in Stat3 phosphorylation, further highlighting Stat3 as a pivotal prognosticator of cancer‐induced muscle wasting. Our findings also provide evidence of a Stat3–ACVR2B link in CRC‐induced cachexia (*Figure* 4), in line with results by Zhang *et al*. showing that Stat3 mediates downstream signalling of ACVR2B/activin receptor‐like kinase (ALK4) in promoting myofibroblast differentiation.^56^ Moreover, corroborating improvement in Stat3 phosphorylation, we also demonstrated ameliorated markers of protein catabolism, such as protein ubiquitination and the E3 ubiquitin ligases Atrogin‐1 and Murf‐1, which we and others have previously demonstrated in association with cachexia, including HCT116 LM (*Figure* 4).^12^, ^51^, ^57^, ^58^ Similarly, in line with the idea that unbalanced protein homeostasis (i.e. proteostasis) represents one of the hallmarks of cachexia,^3^ we and others have also shown that markers of anabolism are suppressed in mouse models for the study of CRC cachexia, as suggested by reductions of phosphorylated mTOR, 4EBP1, and p70S6K within skeletal muscle.^10^, ^59^ In line with these findings, we recently demonstrated that formation of HCT116 LM exacerbated reductions in the circulating levels of IGF‐1, a known potent anabolic signal.^11^ Interestingly, here we demonstrated that administration of ACVR2B/Fc improves circulating IGF‐1 and AKT phosphorylation in animals bearing HCT116 LM, which, at least in part, could be responsible for the preservation of skeletal muscle mass (*Figures* 3 and 4). In support of the increased circulating IGF‐1, it was recently shown that myostatin was able to reduce hepatocyte IGF‐1 production, suggesting that ACVR2B/Fc administration may preserve systemic IGF‐1 levels by antagonizing myostatin function.^60^

Over the past few years, the possibility that mitochondrial preservation may sustain skeletal muscle mass in cachectic settings has received vast attention, and preservation or overexpression of regulators involved in mitochondrial homeostasis has shown to be somewhat beneficial. Indeed, in models of CRC and lung cancer‐induced cachexia, overexpression of proteins responsible for mitochondrial fusion and biogenesis, such as Mitofusin‐2 and PGC1α, has shown to preserve skeletal muscle mass.^61^, ^62^ Moreover, modalities known to stimulate mitochondrial biogenesis such as exercise or use of exercise mimetics have also shown to maintain skeletal muscle mass in the C26 allograft model of CRC cachexia.^63^, ^64^ In the present study, we did not observe any beneficial effect associated with inhibition of ACVR2B on the expression of down‐regulated mitochondrial proteins including OPA1, PGC1α, and VDAC in tumour hosts. Perhaps more interesting, despite unchanged mitochondrial proteins, we did observe a benefit in assessment of oxidative metabolism in tumour mice treated with ACVR2B/Fc, whereby SDH enzyme activity and SDH staining of the tibialis anterior were improved, and PDH activity was unchanged in ACVR2B/Fc‐treated tumour mice compared with sham animals (*Figure* 5). This is not the first evidence that targeting ACVR2B signalling may benefit oxidative metabolism. Recent investigations have shown that citrate, citrate synthase enzyme activity, and SDH are mildly improved in mice‐exposed chemotherapy and C26 tumours.^24^, ^65^, ^66^ Interestingly, this work also demonstrated unchanged protein expression of several mitochondrial proteins indicating that targeting ACVR2B signalling may have context‐specific effects on skeletal muscle metabolism.^24^, ^65^

Recent discussion over the multi‐organ perturbations occurring with progression of cachexia has highlighted how just as skeletal muscle wasting occurs in numerous models of cancer, other organs including fat, bone, and cardiac tissue also deteriorate.^9^, ^10^, ^11^, ^51^ Interestingly, in the present study, fat wasting was ameliorated in ACVR2B/Fc‐treated tumour mice, suggesting that targeting ACVR2B is sufficient to preserve fat mass along with muscle mass, independent of food consumption. In support of this, previous findings have also demonstrated preservation of fat mass in mice treated with ACVR2B/Fc exposed to Folfiri, but the mechanisms for this remain unclear.^22^ In an attempt to provide clarity on this matter, we assessed several genes responsible for lipolysis and lipogenesis. Although we witnessed blunted reductions when compared with sham animals in genes such as Lipe, Plin1, Pnpla2, and Fasn in tumour mice treated with ACVR2B/Fc compared untreated tumour mice, there were not statistically significant differences between the two tumour groups. Of interest, Plin1 deficiency has shown to promote adipose wasting in transgenic mice, while Fasn encodes for the fatty acid synthase enzyme, a critical enzyme for *de novo* adipogenesis, thus suggesting that mild preservation in gene expression of Plin1 and Fasn in ACVRB/Fc‐treated hosts may in part explain the preservation of fat mass.^67^, ^68^ It is also important to note that systemic myostatin administration has previously shown to induce fat wasting; hence, it is possible that ACVR2B/Fc administration prevents myostatin from acting directly on adipose tissue in the tumour‐bearing mice.^69^ However, myostatin levels were not assessed in the present study. Future studies should further explore the mechanisms by which counteracting ACVR2B signalling can preserve fat mass in models of experimental cachexia.

Along the same line, similar to the exacerbated skeletal muscle wasting that occurs in models of metastatic CRC, we have also demonstrated that formation of CRC LM may exacerbate bone loss.^10^ This is of interest as recent evidence suggests that irregular muscle‐bone crosstalk may play a role in the progression of cancer cachexia. Data from our group and others have demonstrated that bone‐targeted strategies (e.g. antiresorptive treatments) preserve bone and muscle mass in the presence of platinum‐based chemotherapies.^70^, ^71^ Additionally, we have previously indicated that use of ACVR2B/Fc preserves muscle and bone in the presence of the commonly used chemotherapy regimen Folfiri.^22^ However, to our knowledge, this is the first time that ACVR2B/Fc has shown to preserve bone and muscle together in a model of metastatic CRC. Although in the present study we demonstrated complete rescue of bone mass and muscle mass with ACVR2B/Fc, chemotherapy was not included. Future studies should investigate whether targeting ACVR2B in metastatic CRC in combination with chemotherapy is sufficient for muscle–bone preservation or whether additional antiresorptive intervention is required to optimize muscle and bone health.

In line with exacerbated musculoskeletal wasting, we have also previously reported greater cardiac atrophy upon formation of LM resulting from both C26 and HCT116 CRC development,^10^, ^11^ all further corroborating the notion that cachexia is a multi‐organ wasting syndrome. However, to our knowledge, this is the first time that cardiac function has been assessed in a context of advanced experimental CRC, in line with the fact that cardiac abnormalities are known to persist in patients with CRC.^72^, ^73^, ^74^ Although in the present study we only witnessed mild whole‐heart wasting, marked reductions in LV mass and LV wall thickness, as well as impaired ventricular closing and robust declines in EF% and FS% (*Figure* 7) altogether were suggestive of cardiac cachexia. Of interest, ACVR2B/Fc administration was able to completely preserve cardiac function in the presence of metastatic CRC. In support of this observation, others have recently demonstrated that the myostatin/ACVR2B signalling is up‐regulated in the heart of patients with heart failure^75^ and that targeting ACVR2B can improve cardiac function in models of ageing, ischaemia, and myocardial infarction, thereby implicating activin signalling as a negative input on cardiac function.^76^, ^77^, ^78^ To our knowledge, ours is the first report providing evidence that ACVR2B could represent a potent therapeutic target to preserve cardiac function in the occurrence of metastatic CRC. Interestingly, cardiac function is preserved despite no effects in terms of whole‐heart size, LV mass, nor major impact on regulators of muscle growth, thereby suggesting that signalling through ACVR2B is not critical in regulating heart size in metastatic CRC. This is in line with a study by Jin *et al*., in which a growth differentiation factor‐11/myostatin inhibitor exhibited potent effects on skeletal muscle, yet no effect on heart mass.^79^ Further, similar to a study by Hulmi *et al*., which examined skeletal and cardiac muscle toxicity in response to doxorubicin, the present findings highlight potential skeletal and cardiac muscle differences when targeting ACVR2B, as both studies demonstrate a potent anabolic effect on skeletal muscle with minimal impact on cardiac size, while presently preserving cardiac function.^80^

As we only witnessed mild benefits of ACVR2B/Fc on cardiac size, yet preservation of cardiac function, our large omics approach sought to assess signalling networks that were altered by LM or influenced by treatment with ACVR2B/Fc. Interestingly, only a small number (429) of differentially expressed genes were identified in the heart of tumour hosts, yet gene ontology analysis revealed that several of the genes altered play critical roles in cardiac development and contraction (*Figure* 8). 

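The genes with the largest changes in T vs. S were picked among those past an adjusted P-value of 0.05, with at least 10 counts on average and no overlap between the libraries of the groups. Without any effect, 10% of genes would show no overlap between 3 and 3 libraries, and 42.6% of the genes tested did. The largest falls were in Bmp10, Mycn (log2 fold change −3.18), Apln (−2.98), Cd207 (−2.80) and Rtn4r (−2.76). The largest rises were in Scgb3a1 (4.29), Mt2 (3.51), Apol9a (3.39), Serpina3n (3.32) and Myh7 (3.16). Myh7 measured 1360 ± 152 CPM in S (SD, n = 3), with a standard error of 0.12 on its log2 fold change and an adjusted P = 7.5e-07 from edgeR. Mt2 rose from 15.5 ± 8.86 in S to 174 ± 28.8 CPM in T (SD, n = 3; adjusted P = 0.000231 from edgeR), and Apln fell from 7.61 ± 1.76 to 0.948 ± 0.106 (SD, n = 3; adjusted P = 0.000115 from edgeR). With each animal left out in turn, Mycn, Apln, Cd207, Rtn4r, Mt2, Apol9a, Serpina3n and Myh7 kept an adjusted P-value under 0.05 in all 9 fits. Scgb3a1 kept it in 5 and depended on animal 12, which held 81.9% of its counts, since its log2 fold change without that animal was 1.48.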

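In A + T vs. T, 1083 genes changed by at least 1.5-fold at an unadjusted P-value under 0.05, of which 868 were higher and 215 lower in A + T. Among them were 616 of the genes that passed the same thresholds in T vs. S, 597 with the opposite direction and 19 with the same direction. After Benjamini-Hochberg adjustment, 786 genes differed in A + T vs. T in edgeR's quasi-likelihood test, 413 higher and 373 lower. Of these, 561 also differed after adjustment in T vs. S, 558 of them in the opposite direction. In the simulations in which A + T equalled T, between 67 and 108 genes passed the study's thresholds in both comparisons and at most 2 passed both after adjustment. In those in which both groups equalled S, between 31 and 55 genes passed the thresholds in both and at most 1 after adjustment. The number past the thresholds in both lay between 541 and 683 when each animal was left out in turn, whereas the number of genes in A + T vs. T after adjustment lay between 130, without animal 11 of T, and 1006, without animal 22 of A + T.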

Follow‐up analysis revealed that 116 of these genes were differentially expressed in tumour hosts receiving ACVR2B/Fc compared with the untreated tumour bearers. Among these, Bmp10, which has shown to induce cardiomyocyte proliferation, preserve cardiac function following myocardial infarction, and prevent cardiomyocyte death and development of cardiac fibrosis following insult,^81^, ^82^ was down‐regulated 30‐fold in tumour hosts, whereas ACVR2B/Fc increased Bmp10 five‐fold in tumour hosts. Similarly, GLP1R was reduced 51‐fold in the tumour‐bearing mice and increased 71‐fold in ACVR2B/Fc‐treated HCT116 hosts. This is of interest, as GLP1R agonists have been implicated in preserving proper cardiac remodelling and shown to be cardioprotective following insults such as myocardial infarcts or ischaemia.^83^, ^84^, ^85^ Moreover, GLP1R has shown to be essential for HR control in mice, and thus, its severe down‐regulation in tumour hosts in this study may be responsible in part for cardiac dysfunction.^86^ Additionally, SCGB1A1, also known as uteroglobin, was reduced 70‐fold in tumour‐bearing mice and increased 44 678‐fold in tumour mice receiving ACVR2B/Fc. 

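Bmp10 is listed by its symbol and lies on the plus strand of chromosome 6 of GRCm38 (mm10), from 87428994 to 87437677 in the GENCODE annotation. Its counts were 1196, 3119 and 1270 in S, 30, 19 and 19 in the libraries labelled T, and 4, 5 and 837 in A + T. These correspond to 105 ± 47.5 CPM in S, 1.59 ± 0.399 in T and 17.4 ± 29.6 in A + T (SD, n = 3). The log2 fold change of T vs. S was −6.07 (standard error 1.43, adjusted P = 0.0135 from edgeR's quasi-likelihood test), and every library labelled T was below every S library (two-sided exact permutation test, P = 0.1, the smallest that 3 animals against 3 allow). With each animal left out in turn it lay between −6.31 and −5.65, and 7 of the 9 fits kept an adjusted P-value under 0.05 (highest 0.0583, without animal 11 of T). The paper's reported fold change for T vs. S is −30.1, a log2 fold change of −4.91. The column of Table S11 that the libraries labelled T match, ACVR2B vs. sham, gives −6.04. For A + T vs. T the log2 fold change was 3.48 (standard error 1.47, adjusted P = 0.193 from edgeR; exact permutation test, P = 1), which does not exceed the spread between the libraries. It depended on animal 22. The other A + T libraries averaged 0.303 CPM, below T, and without animal 22 the log2 fold change was −2.36. The paper's reported fold change for A + T vs. T is 4.96. Against the group of the matching column, the columns of Table S11 combined give a log2 fold change of 3.44 for A + T.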

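Glp1r lies on the plus strand of chromosome 17 of GRCm38 (mm10), from 30901817 to 30940791. It had few counts in every library, with 11, 10 and 1 in S, 1, 1 and 0 in the libraries labelled T, and 0, 3 and 24 in A + T, and the filter on low counts removed it. All libraries labelled T were at or under 3 counts, so only a bound on the fold can be given. Computed against 3 counts, Glp1r was at least 1.92-fold lower in T than in S, and at least 2.74-fold higher in A + T than in T. In the fit without the filter, neither difference passed the adjustment (adjusted P = 0.197 for T vs. S and 0.206 for A + T vs. T, edgeR's quasi-likelihood test). The higher value in A + T came from animal 22, and the mean of the other animals was 0.108 CPM against 0.0405 ± 0.0351 in T (SD, n = 3). The paper's reported fold changes are −51.0 for T vs. S and 71.5 for A + T vs. T. The libraries labelled T match another column of Table S11, ACVR2B vs. sham, which gives −7.84. The reported values therefore do not describe the libraries compared here.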

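Scgb1a1 lies on the minus strand of chromosome 19 of GRCm38 (mm10), from 9083636 to 9087958, and encodes a protein secreted by airway epithelium. Its counts were 0, 27 and 4 in S, 1, 1345 and 5 in the libraries labelled T, and 0, 0 and 17508 in A + T, so animal 22 of A + T alone held 92.7% of them. The means were 0.553 ± 0.722 CPM in S, 26.8 ± 46.0 in T and 359 ± 623 in A + T (SD, n = 3), and the SD exceeded the mean in each group. In the fit without the filter on low counts, which removed the gene, the log2 fold change was 5.51 for T vs. S (standard error 3.19, adjusted P = 0.249) and 3.71 for A + T vs. T (standard error 2.21, adjusted P = 0.355, edgeR's quasi-likelihood test). Exact permutation tests gave P = 0.6 and P = 1. The direction depended on the animals with high counts. Without animal 12 of T, the log2 fold change of T vs. S was −1.36. Without animal 22, the A + T libraries held 0 counts, so A + T vs. T turned negative, but no size can be given. Limma-voom, which models the log counts, gave −0.61 for A + T vs. T. The paper's reported fold changes are −70.1 for T vs. S and 44678.8 for A + T vs. T. The libraries labelled T match another column of Table S11, ACVR2B vs. sham, which gives a log2 fold change of 5.58. For A + T against the group of that column, the columns combined give 3.74. The gap from the reported values is thus one of groups. Other airway and lung genes were high in the libraries of animals 12 and 22. Sftpb had 3230 counts and Cyp2f2 had 2563 in animal 22, against at most 10 and 472 in any other library.

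**Figure D2:**
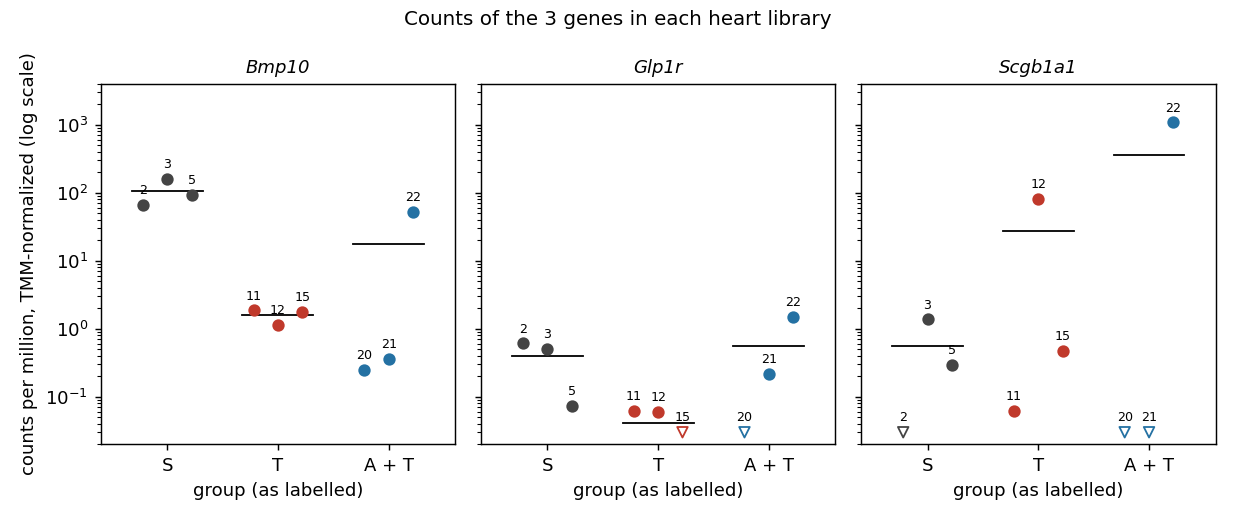
TMM-normalized CPM (log scale) of Bmp10, Glp1r and Scgb1a1 in each heart library, by group as labelled. Each point is an animal with its number, horizontal lines are group means (n = 3), and open triangles at the bottom are animals with 0 counts. In A + T, animal 22 is the highest for all 3 genes, with 837, 24 and 17508 counts.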

To date, uteroglobin has received little attention with respect to cardiac function and/or cardiovascular disease; however, loss of uteroglobin has been implicated in pulmonary inflammation and renal failure.^87^, ^88^ Further, uteroglobin is known to play an important role in combatting oxidative stress, which is known to be highly important with respect to heart failure.^89^, ^90^ Although this provides insight as to how ACVR2B/Fc may preserve cardiac function in more advanced metastatic CRC, we did not interrogate specific mechanisms of action, and thus, future studies should investigate specifically how ACVR2B/Fc administration may benefit cardiac function in models of cancer‐induced cardiac cachexia.

Overall, our study demonstrates that administration of ACVR2B/Fc is able to counteract several tissue deteriorations in a murine model of metastatic CRC. Although the present study demonstrated benefits to skeletal muscle, fat, bone, and heart, limitations include the absence of mechanistic studies to identify tissue‐specific modes of action of ACVR2B/Fc. Given the multiplicity of ligands capable of binding to ACVR2B, future studies will need to isolate which factor(s) is mainly responsible for the multi‐organ effects associated with metastatic CRC. Moreover, because of the difficulty in estimating tumour burden, based on the absence of changes in overall liver weights or liver tumour area via histological analysis, we can only speculate that administration of ACVR2B/Fc did not exert anti‐tumour effects. To validate this point, future studies will have to investigate whether pharmacologic ACVR2B blockade, alone or in combination with routinely administered anti‐cancer drugs, is sufficient to enhance the anti‐proliferative effects of chemotherapy and/or to prevent its associated musculoskeletal defects. The latter is of particular importance as we and others have demonstrated that several chemotherapies induce multi‐organ cachexia independent of their effects on tumour growth.^22^, ^23^, ^71^, ^91^, ^92^, ^93^ In this regard, targeting ACVR2B in combination with chemotherapy may prove to be a viable approach in minimizing tumour progression and the multi‐organ perturbations that occur with the progression of cancer cachexia. Moreover, the present study only examined the benefits of ACVR2B/Fc on male mice bearing HCT116 LM, and as sexual dimorphism has been observed in the progression of cachexia in CRC, future studies should investigate whether ACVR2B/Fc benefits equally span across both sexes.^49^ Lastly, the present approach demonstrates that counteraction of the ACVR2B signalling is an effective multi‐organ preservation strategy in the progression to advanced CRC; however, whether the same approach may prove effective in the rescue of tissue derangements in already established CRC cachexia remains to be determined. Of interest, a small number of clinical trials have targeted ACVR2 signalling in cachectic conditions associated with pancreatic and lung cancer (NCT01433263; NCT01505530) in an attempt to preserve lean body mass, however with minimal success. Whether these approaches are efficacious in CRC cachexia has not been reported in the literature, in particular with respect to multi‐organ preservation as demonstrated here in mice bearing CRC LM. Contrarily, novel ACVR2 ligand traps, Luspatercept and Sotatercept, are showing early promise in clinical trials in patients with myelodysplastic syndromes (NCT02631070) and pulmonary arterial hypertension (NCT03496207), yet whether either of these drugs would be beneficial in combatting the musculoskeletal complications resulting from CRC‐induced cachexia will require further testing.

In conclusion, our observations reinforced the idea that cachexia is a multi‐organ syndrome by demonstrating perturbations not just in skeletal muscle but also in fat, bone, and cardiac tissues in a model of metastatic CRC. More importantly, our data have demonstrated that targeting ACVR2B may be a promising therapeutic to counteract the multi‐organ perturbations accompanying advanced metastatic CRC, as use of ACVRB/Fc proved beneficial for the sustainment of skeletal muscle mass and strength, fat mass, bone mass, and cardiac function in mice bearing CRC LM.

## Author contributions

J.R.H. and A.B. conceived and designed the experiments; J.R.H., F.P., A.S.K., and L.J.N. performed the *in vivo* experiment and molecular characterization of cachexia; M.S.W. performed and analysed the echocardiography data; J.R.H., A.N., T.A.Z., and A.B. analysed the RNA sequencing data; J.R.H. and A.B. wrote and edited the paper.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Supporting information

**Figure S1** Schematic representation of the *in vivo* model. 8‐week old NSG male were intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A:10 mg/kg), a synthetic peptide inhibitor of ACVR2B signaling, once weekly, intraperitoneally (i.p.). The red arrow indicates the tumor cell injection, whereas the purple arrows indicate administration of A. Click here for additional data file.

**Figure S2** ACVR2B/Fc does not impact food consumption in mHCT116 hosts. (A) Wet and (B) dry food consumption in NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A) (*n* = 5–10). Click here for additional data file.

**Figure S3** ACVR2B/Fc minimally alters gene expression in markers of lipolysis and lipogenesis in mHCT116 hosts. Gene expression for (A) Lipe, (B) Plin1, (C) Pnpla2, (D) Fasn, (E) Srebf1, and (F) Srebf2 (normalized to TBP) in NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A) (*n* = 4–6). Data are expressed as mean ± SD. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001 vs. S. Click here for additional data file.

**Figure S4** ACVR2B/Fc preserves fiber size of soleus muscles in mHCT116 hosts. (A) Cross‐sectional area (CSA) frequency distribution, (B) mean CSA, and (C) representative images of laminin stained soleus muscles to assess CSA in NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A) (*n* = 4–6). Images were taken at 20× magnification. Scale bars: 100 μm. Data are expressed as mean ± SD. Significance of the differences: ***p < 0.001, ****p < 0.0001 vs. S; ##*p* < 0.01 vs. T. Click here for additional data file.

**Video S5** Representative video of B‐mode echocardiography in S mice. Representative videos of B mode analysis determined via conscious echocardiography in NSG male sham (S) mice (8‐week old) (*n* = 3). Click here for additional data file.

**Video S6** Representative video of B‐mode echocardiography in A mice. Representative videos of B mode analysis determined via conscious echocardiography in NSG male mice (8‐week old) administered ACVR2B/Fc (A) (*n* = 3). Click here for additional data file.

**Video S7** Representative video of B‐mode echocardiography in T mice. Representative videos of B mode analysis determined via conscious echocardiography in NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) (*n* = 5). Click here for additional data file.

**Video S8** Representative video of B‐mode echocardiography in A + T mice. Representative videos of B mode analysis determined via conscious echocardiography in NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) and administered ACVR2B/Fc (A) (*n* = 5). Click here for additional data file.

**Figure S9** ACVR2B/Fc does not improve markers of anabolism or catabolism in the heart of mHCT116 hosts. Representative western blotting and quantification (expressed as fold change versus sham) for (A) phospho‐Stat3, Stat3, (B) phospho‐AKT, AKT, (C) phospho‐ERK1/2, ERK1/2, (D) phospho‐p38, p38, (E) OPA1, (F) PGC1α and tubulin in heart tissue from NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A) (*n* = 5–8). Data are expressed as mean ± SD. Significance of the differences: *p < 0.05 vs. S. Click here for additional data file.

**Figure S10** Heart Ubiquitin does not improve with ACVR2B/Fc in mHCT116 hosts. Representative western blotting and quantification (expressed as fold change versus sham) for total ubiquitin and tubulin from heart tissue of 8‐week‐old NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A) (*n* = 5–8). Data are expressed as mean ± SD. Significance of the differences: *p < 0.05 vs. S. Click here for additional data file.

**Table S11** Complete list of differentially expressed genes in hearts. List of the 429 differentially expressed genes between NSG male mice (8‐week old) intrasplenically injected with HCT116 tumor cells (1.25 × 10^5^ cells/mouse in sterile PBS: T) or an equal volume of vehicle (Sham: S) and administered ACVR2B/Fc (A) (*n* = 3). Click here for additional data file.

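Table S11 gives, for each gene, a fold change, its log2 value, a P-value and a false discovery rate for HCT vs. sham, for ACVR2B + HCT116 vs. HCT116 and for ACVR2B vs. sham. In the paper's own values, 117 genes are higher and 312 lower in HCT vs. sham, and 50 have a false discovery rate under 0.05. Among the 378 genes that could be tested here, the libraries labelled T vs. S gave the sign of the HCT vs. sham column for 283, and 125 passed the study's thresholds, 109 of them with that sign. In edgeR's quasi-likelihood test, 88 had an adjusted P-value under 0.05. For A + T vs. T, 247 genes had the sign of the table, 92 passed the thresholds, 66 of them with that sign, and 41 had an adjusted P-value under 0.05. In the paper's table, 188 genes pass the thresholds in the treated hosts vs. HCT116 hosts. With DESeq2 in place of edgeR, 286 and 248 genes had the sign of the table in the 2 comparisons. Without the filter, T vs. S had the sign of HCT vs. sham for 326 of the 429 genes. It had the sign of ACVR2B vs. sham for 428. The columns scored here therefore do not describe the libraries labelled T. The S and A + T libraries gave the table's values, so each comparison shares a group with its column, which by itself favours equal signs. These numbers are thus not independent evidence for the table's values.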

How the deposited data were processed for this re-analysis (not part of the article)

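RNA of the hearts of 9 NSG male mice was analysed, 3 each labelled S, T and A + T. The groups and the animal numbers were taken from the sample labels and from the paper's methods. The authors extracted total RNA, required an RNA integrity number of at least 7, prepared mRNA libraries and sequenced 75-base paired ends. They aligned the reads to mm10 with STAR and counted uniquely mapped reads on RefSeq genes with featureCounts, with strand and a minimum mapping quality of 10, and deposited the counts per gene without normalization. Genes are listed by symbol, and the counting is strand-specific, so antisense overlaps were not treated as uncertain. The authors also deposited log2 values per gene and library. The difference between the log2 CPM computed here and the deposited log2 values was constant across libraries for each gene (median SD 1.66e-05), as for a value scaled by gene length. These values were therefore used as they are, not after log2(value + 1), in the alternative that needed them. The paper's methods do not name the tool that gave the fold changes and P-values. All per-sample columns were used.

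The libraries held between 12392222 and 19732471 counts, and 3 counts, the limit below which no difference in level was read, correspond to between 0.152 and 0.242 CPM. Intervals and such limits cover counting error only, because the reads carried no molecular identifiers. The gene Rn45s took 12.4% of the counts on average. Coordinates come from the GENCODE release M21 annotation of GRCm38, the assembly that mm10 names, and Fam46b, an older symbol, was not matched in it.

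Genes with a CPM under 0.5 in more than 4 of the 9 libraries were removed. T vs. S, A + T vs. T and A + T vs. S were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test, with TMM normalization and all 9 libraries in the same fit. A gene was counted at the study's thresholds of an unadjusted P-value under 0.05 and a fold change of at least 1.5, and separately at a Benjamini-Hochberg adjusted P-value under 0.05. The standard error of a log2 fold change is its size over the square root of the quasi-likelihood F. A fold against a group with 3 or fewer counts in every library is given as a bound computed against 3 counts. For Bmp10 and Scgb1a1, an exact permutation test was run on log2(CPM + 0.1). It was also run for Glp1r and is not given, because libraries at or under 3 counts decide its result. The genes named are those that the paper names from the RNA sequencing, the extremes of the gene lists, and in T vs. S and A + T vs. T the 5 largest rises and 5 largest falls among genes with an adjusted P-value under 0.05, a mean of at least 10 counts over the 6 libraries compared and no overlap between groups.

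The lists were the genes of Figure 8B and Figure 8D, and genes of atria, airway and lung, adipocytes, erythroid cells and mesothelium, of the heat shock, ATF4 and immediate early responses, of the circadian clock, of atrophy, of Stat3 targets, of the activin and BMP pathway and of heart failure. They were tested with limma 3.58.1 by camera with a correlation of 0.01, by fry and by camera with an estimated correlation. Of the 18 lists, 16 could be tested. The airway and lung list and the erythroid list had 1 gene each after the filter and were not tested.

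To allow for the libraries labelled T that T vs. S and A + T vs. T share, counts were simulated from the fitted means and dispersions, 30 times with A + T equal to T and 30 times with both equal to S. The edgeR steps were also tested on simulated data in which 200 of 13364 genes changed. The quasi-likelihood test called 168 of the 200 (84.0%) and 10 of the unchanged genes, DESeq2 173 and 29, the likelihood ratio test 177 and 40, and limma-voom 167 and 9. Of 50 lists of unchanged genes, camera called 3.

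The alternatives, chosen before the data were examined, were DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, upper-quartile normalization, library size only, no filter, at least 10 counts in every library, only the groups compared in the fit, the deposited log2 values with limma, no limit on the fold change, an adjusted P-value under 0.1, and each animal left out in turn. Leaving out Rn45s, a correction of each library for a trend with GC content and gene length (GC values were found for 96.4% of the genes tested), the fit of the Table S11 genes with no filter, and the gene lists with each animal left out were added after the data had been seen. The functional enrichment of Figure 8C was not repeated. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9.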

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

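The corrections for Rn45s, GC content and length, the use of the fits without animal 22 of A + T as tests of other tissue, the simulations of genes that moved away from both groups, and the counts of splits after adjustment were chosen only after these results had been seen.

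Most of the genes that differed between the libraries labelled T and S after adjustment are outside those the paper lists. Of 2837 genes with an adjusted P-value under 0.05 in edgeR's quasi-likelihood test, 2749 are not in Table S11. That table holds only 429 genes, picked at an unadjusted P-value and a fold change, so most had to be outside it. With Rn45s, the gene with the most counts, left out, 2840 genes were called, 2819 of them the same genes. TMM already corrects for differences in library composition, so leaving that gene out could change little. This test therefore cannot decide whether Rn45s carried the pattern. The pattern was not removed by the correction for GC content and gene length, after which 3287 genes were called, 2620 of them the same. Library totals overlapped between the groups, from 13078370 to 19732471 in S and from 12392222 to 15810876 in T. The number depended on the scaling, since library size only gave 1637 genes, 1582 of them the same, and on single animals, with 1765 genes without animal 11 of T. In fits of the 6 libraries of T and S, the real grouping gave 1961 genes at the study's thresholds and 3402 after adjustment. The other splits gave 49 to 161 and 0. Only 1 of the 10 splits, the real one, was as large, at the study's thresholds and also after adjustment, which is the smallest share that 3 against 3 libraries can give. A difference in the handling of the groups cannot be told apart from the effect of their treatment here, because the labels and the paper give no batch. Whether that treatment is the tumour stays open as well, for the reason given in the comparison with Table S11 under the other observations.

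In A + T vs. T, 745 of the 786 genes with an adjusted P-value under 0.05 in edgeR's test are outside Table S11. That table holds only 429 genes, picked on HCT vs. sham, so most of the 786 had to be outside it. With Rn45s left out 793 genes were called, 778 of them the same, and with the correction for GC content and length 1138, of which 770 were the same. Animal 22 of A + T, whose library held lung transcripts, was not the cause of the calls as a whole. Without it 1006 genes were called, 631 of them the same. The number fell to 130 without animal 11 of T. In fits of the 6 libraries of A + T and T, the real grouping gave 1008 genes at the study's thresholds and 217 after adjustment, against 47 to 413 and 0 to 4 for the other splits. Again 1 of the 10 splits, the real one, was as large on either threshold. An effect of ACVR2B/Fc and a difference in handling stay open. So does an effect of the tumour, if the libraries labelled T came from mice given ACVR2B/Fc without a tumour.

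Some genes moved away from both other groups in A + T. With an adjusted P-value under 0.05 and the same sign in A + T vs. T and in A + T vs. S, 112 genes passed in edgeR's test, 92 higher and 20 lower in A + T, and 86 of them are outside Table S11. At most 3 such genes arose in 60 simulations with no effect of treatment, but this number was limited in advance. In all of them A + T equalled T, and at most 4 genes passed the adjustment in A + T vs. T. The simulations therefore cannot decide how many such genes the shared A + T libraries would give where A + T differs from T. Without animal 22 of A + T, 111 genes passed and 77 of them were the same. The correction for GC content and length gave 150 genes, of which 109 were the same. The number depended on single animals and on the scaling, with 22 genes without animal 11 of T, 38, 39 and 64 without animals 3, 2 and 5 of S, 56 without animal 20 of A + T, 70 with library size only and 176 with DESeq2. Cd300ld is an example, with 214, 170 and 215 counts in A + T against 46, 74 and 46 in S and 19, 20 and 15 in T. An effect of ACVR2B/Fc that does not restore the level of S may be at work, as a hypothesis, if the labels hold. If the libraries labelled T came from mice given ACVR2B/Fc without a tumour, an effect of the tumour may be at work instead. A difference in handling stays open.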

How the results depend on the processing

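No paired analysis was possible because the animal labels share no number between groups.

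At the study's thresholds, the counts of genes in T vs. S, A + T vs. T and A + T vs. S stayed within 1.5 times their values under every alternative except dropping the limit on the fold change, which by its construction gave 4731, 2994 and 3489 genes, and 1891 genes in both T vs. S and A + T vs. T. The share with opposite directions was then 86.0%, and it lay between 87.3% and 92.5% across the fits that each left out an animal.

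The counts after adjustment depended more on the processing. With library size only in place of TMM, they were 1637 for T vs. S, 438 for A + T vs. T and 555 for A + T vs. S, and the cause was not tested. A + T vs. T gave 1198 genes with DESeq2, 1195 with the likelihood ratio test and 217 with only the groups compared in the fit, whereas the same change gave 3402 genes for T vs. S, and the cause was not tested. In the self-test, DESeq2 and the likelihood ratio test also called more unchanged genes. An adjusted P-value under 0.1 gave 1499 genes for A + T vs. T and 2041 for A + T vs. S. Leaving out an animal gave 1765 to 3786 genes for T vs. S, 130 to 1006 for A + T vs. T and 269 to 1086 for A + T vs. S. The lowest values came without animal 11 of T in T vs. S and in A + T vs. T, and without animal 2 of S in A + T vs. S. Counts also fell by more than 1.5 times without each of the S animals in T vs. S and in A + T vs. S, without animals 3 and 5 of S, 12 of T and 20 and 21 of A + T in A + T vs. T, and without animal 21 of A + T in A + T vs. S.

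Of the genes of Figure 8B, 12 were closer to S in A + T than in T. The number was 4 with at least 10 counts in every library, where fewer genes were tested, and 7 to 15 across the fits that each left out an animal, 7 being without animal 22 of A + T.

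Directions reversed in Bmp10 in A + T vs. T without animal 22 of A + T (−2.36, the other fits up to 4.07), in Scgb1a1 in T vs. S without animal 12 of T (−1.36, the other fits up to 7.67), in Scgb1a1 in A + T vs. T without animal 22 (−11.75, the other fits up to 10.58) and with limma-voom (−0.61), and in Lyz1 in T vs. S without animal 15 of T (0.15, the other fits down to −0.47). In each but the limma-voom value, the animal left out shows the cause; for limma-voom the cause was not tested. Without their members in Table S11, the medians of the ATF4 list in A + T vs. T (0.027), of the immediate early list in T vs. S (0.38) and of the mesothelial list in T vs. S (0.087, over 2 genes) also reversed. Of the values of single genes under the alternatives, apart from those reversals, 692 kept their direction and their side of the threshold, 58 became weaker and 11 stronger. Among those that became weaker are Scgb3a1 in T vs. S and Lyz1 in A + T vs. T with DESeq2, which withheld their P-values because of outlier counts. Of those of gene lists, 325 kept it, 11 became weaker and 14 stronger. With each animal left out, which was added for the lists after the data had been seen, more medians changed direction. In T vs. S these were oxidative stress (−0.019 to 0.50), adipocyte (−0.80 to 2.12), mesothelial (−0.92 to 0.10), immediate early (−0.81 to 0.055) and activin and BMP pathway (−0.16 to 0.060). For A + T vs. T they were the down-regulated genes of Figure 8B (−1.27 to 0.10), heart development (−0.032 to 0.52), heart contraction (−0.088 to 0.31), oxidative stress (−0.19 to 0.078), atrial (−0.65 to 0.48), adipocyte (−2.42 to 0.21), mesothelial (−0.60 to 1.05) and activin and BMP pathway (−0.042 to 0.12). With 3 libraries per group and few counts, the depth limits Glp1r to bounds.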

Differences from the paper's values

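The paper reports 429 genes in T vs. S at its thresholds, and the libraries labelled T and S gave 1899. None of the alternatives set before the data were examined closed the gap. The P-values and false discovery rates in Table S11 imply about 891 genes at an unadjusted P-value under 0.05 for HCT vs. sham and 4665 for ACVR2B vs. sham, if every gene counted was tested, against 4731 here for T vs. S. The number here is thus near that of the column which the libraries labelled T match. In Table S11, 117 genes are higher and 312 lower in the paper's values, against 695 and 1204 here. The paper reports that 116 of its genes differed in A + T vs. T, and 616 genes passed in both comparisons here, with no alternative closing that gap either. In the paper's own table, 188 of the genes pass the thresholds in ACVR2B + HCT116 vs. HCT116 and 118 have a false discovery rate under 0.05. Of the genes of Table S11, 92 passed those thresholds in A + T vs. T here against the paper's 188, and with DESeq2 79 did. In T vs. S, 50 genes of the table have a false discovery rate under 0.05 in the paper's values, and 88 had an adjusted P-value under 0.05 here, or 89 with DESeq2.

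For Scgb1a1, the paper's log2 fold change is −6.13 in T vs. S, and here it was 5.51. In A + T vs. T the paper's log2 fold change is 15.45, and here it was 3.71. Neither gap was closed by any of the alternatives that fitted this gene. DESeq2 gave 5.60 and 3.73, and it withheld the P-values because of outlier counts. For T vs. S the paper's table gives 5.58 for Scgb1a1 in its column for ACVR2B vs. sham. Its columns for HCT vs. sham and ACVR2B + HCT116 vs. HCT116 added, minus that for ACVR2B vs. sham, give 3.74 for Scgb1a1 and 3.44 for Bmp10 as the change of A + T against the group of that column, near the values of A + T vs. T here. Over the 429 genes this combination had a correlation of 0.9999 with A + T vs. T here and a median absolute difference of 0.0037. For Bmp10 in A + T vs. T the paper's log2 fold change is 2.31, within the standard error of the 3.48 found here, but limma-voom gave 0.29 and the deposited values 0.33.

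The paper gives approximately 30 M reads per library. The median library held 15.5 M counts on genes. The paper's number is of reads generated and the number here is of counts assigned to genes, so they are not on the same scale, and the alternatives do not apply to either.

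The paper states that every gene of Figure 8B was reversed or mitigated in A + T vs. T, and here 12 of the 31 genes tested were neither. In the paper's own table, 33 of the 50 genes have opposite signs in the 2 comparisons and 17 have the same sign. The paper lists Ccl8 as down-regulated in T vs. S, with a log2 fold change of −3.19 in its table, and here it rose by 2.67 (adjusted P = 0.00234 from edgeR). The paper's table also gives the opposite sign in T vs. S for Apln (0.85 against −2.98 here), Cd207 (0.95 against −2.80), Cd300ld (1.54 against −1.36) and Clec10a (−2.01 against 1.07). In that table's column for ACVR2B vs. sham, Ccl8 has 2.67 and Apln −2.97.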

Other observations

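The tests of the labels, the lists with each animal left out, and the counts of splits for A + T vs. S were chosen after the results had been seen. The gene lists and the other tests were written beforehand, with Table S11 in view.

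The libraries labelled T gave the fold changes that Table S11 lists for ACVR2B vs. sham (median absolute difference 0.0046 on the log2 scale over 429 genes), not those for HCT vs. sham (0.69). The direction of T is therefore open. An exchange of these headings alone does not account for the table. A + T vs. T would then have the values of the column for ACVR2B + HCT116 vs. HCT116, and it differed from them by a median of 0.70. A first candidate explanation is that the groups HCT116 and ACVR2B are exchanged in all 3 columns, so that the libraries labelled T do come from tumour hosts. A second candidate explanation is that the labels of the deposited T libraries are exchanged with those of mice given ACVR2B/Fc without a tumour. Both account for the values of all 3 columns. The paper reports raised phospho-Stat3 in the hearts of T, which ACVR2B/Fc did not correct. On the first explanation Stat3 targets should be higher in T than in S, and as high in A + T as in T. On the second they should be near S in the libraries labelled T and higher in A + T. The 11 genes of that list were all higher in T, with a median log2 fold change of 1.05, and 9 had an adjusted P-value under 0.05 in edgeR's test. Stat3 itself rose by 1.05 (adjusted P = 0.000175 from edgeR), but it is the gene at the median of this list and not separate evidence. All 14 genes of the atrophy list were also higher, with a median of 0.77. Stat3 targets were lower in A + T than in T in 10 of the 11 genes, with a median of −0.44 (−0.29 without animal 20 and −0.72 without animal 22 of A + T), and higher in A + T than in S, with a median of 0.61 (0.32 without animal 22). The rise in T goes with the first explanation and against the second, and the fall from T to A + T goes against both. ACVR2B/Fc could itself change these genes, with or without a tumour. No library of mice given it without a tumour was analysed here, so the explanations cannot be told apart with these data.

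Carry-over of airway or lung tissue is a candidate source of the Scgb1a1 counts. Of 16 genes in the airway and lung list, 7 were in the count table, and Bpifa1 and Scgb1a1 among them are in Table S11. Of the counts of Cyp2f2, 99.0% lay in animal 22 of A + T and animal 12 of T, as did 99.8% of those of Scgb1a1. Sftpb (3230 counts), Ager (2809) and Napsa (255) were high in animal 22 alone, where Bpifa1 had 0 counts, while Bpifa1 (1054) and Scgb3a1 (394) were high in animal 12, where Sftpb had 10. This may point to different parts of the airway in the 2 animals. A biological difference between the groups would need the animals of a group to share it, and animals 20 and 21 of A + T had 0 counts of Scgb1a1.

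A different share of atrial tissue in the dissected hearts was tested for the fall of Bmp10. Of the 13 atrial genes, 6 are in Table S11. The 7 others had a median log2 fold change of −0.59 in T vs. S against −6.07 for Bmp10, and Nppa had −0.12. The median of the whole list was −0.42, between −1.18 without animal 12 and −0.20 without animal 15 of T, so a lower share of atria as a whole does not account for the size of the fall in Bmp10. Myl7 varied within groups, from 248 to 6904 counts in T and from 700 to 3934 in A + T. Loss of only that part of the atria that expresses Bmp10, and an effect of the treatment, stay open.

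Genes of the circadian clock moved as they would with a different time of day of euthanasia. Dbp (2.47), Ciart (1.97), Nr1d2 (1.11), Nr1d1 (1.06) and Per3 (0.87) were higher in T vs. S while Arntl (−0.78) and Npas2 (−0.73) were lower, a difference of 1.87 between the median of the former and the mean of the latter. In edgeR's test, Per3 and Npas2 missed an adjusted P-value of 0.05, at 0.0668 and 0.067. A shift in time of euthanasia is consistent with this, but an effect of the tumour or of ACVR2B/Fc on the clock or on feeding would look the same, and neither was tested. The 14 genes as a list had a median of 0.43 in T vs. S (0.12 without animal 12 of T) and −0.18 in A + T vs. T (−0.06 without that animal), with camera adjusted P = 0.486 and 0.442, since the arms go opposite ways.

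Changes in tissue share and in handling that Table S11 had raised were not decided by these libraries. A different share of pericardial or epicardial tissue would lower mesothelial genes, whose median was −0.20 in T vs. S (9 genes, camera adjusted P = 0.486) and 0.087 over the 2 genes outside Table S11, and 0.33 in A + T vs. T (camera adjusted P = 0.675). Less adipose tissue around the hearts of T would lower adipocyte genes, whose median was 1.11 (6 genes, camera adjusted P = 0.173) and −1.92 in A + T vs. T (0.386). Plin1 changed by 0.06 in T vs. S. Handling or time from death to freezing would move immediate early genes, whose median was −0.25 (16 genes, camera adjusted P = 0.451), and 0.38 over the 7 outside Table S11, with 0.53 in A + T vs. T (0.0521). These lists depended on single animals. In T vs. S the mesothelial median was −0.92 without animal 12 and 0.10 without animal 15 of T, and in A + T vs. T it was 1.05 without animal 12 of T and −0.60 without animal 22 of A + T. Without animal 12 of T the adipocyte median was −0.80 in T vs. S and 0.21 in A + T vs. T, while camera called its rise in T vs. S without animal 5 of S (2.12, adjusted P = 0.0428) or animal 15 of T (1.41, 0.0386). The immediate early median in T vs. S was 0.05 without animal 11 of T and −0.81 without animal 15 (camera adjusted P = 0.0193). For A + T vs. T it was 0.24 without animal 11 of T, and camera called its rise without animal 2 of S (0.0438), animal 15 of T (1.19, 0.000141) or animal 20 of A + T (0.81, 0.00106). With 3 animals per group, these explanations and an effect of the groups cannot be told apart.

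The T libraries are shared by both comparisons, which alone makes some genes move back. In the simulations this did not account for the 616 genes past the study's thresholds in both T vs. S and A + T vs. T. The highest number in 60 simulations with no effect of treatment was 108. These drew counts from fitted means and dispersions, so a shift shared by many genes of a library was not covered. In A + T vs. S, 1191 genes passed the study's thresholds and 1110 had an adjusted P-value under 0.05 in edgeR's test. In fits of these 6 libraries the real grouping gave 1192 and 894 genes, the other splits 84 to 243 and 0 to 1, and 1 of the 10 splits was as large on either threshold, the real one.

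The genes of Figure 8B and Figure 8D were chosen by the study on libraries of this experiment, so their list tests give no evidence and are left out here. Of 22 tests of the other lists with camera, adjusted over all 32, 6 had an adjusted P-value under 0.05, and these 6 also had one with fry. With an estimated correlation none did (lowest 0.0915), while 4 had an unadjusted P-value under 0.05. The genes called higher in T vs. S were those of atrophy (camera adjusted P = 1.08e-09) and the Stat3 targets (1.8e-06). Both lists were lower in A + T vs. T, atrophy with a median of −0.41 (1.59e-08) and Stat3 targets (0.00026). Lower in T vs. S were heat shock genes (13 genes, median −0.38, camera adjusted P = 9.13e-05), which did not return in A + T vs. T (median −0.03, 0.486, and −0.10 without animal 12 of T). When each animal was left out in turn, camera kept these 5 calls in all 9 fits. Heart failure genes (9 genes) had a median of −0.19 in A + T vs. T (0.0051), but only 2 of them passed an adjusted P-value of 0.05 in edgeR's test and Myh7 (−2.33) stood apart. Relative to the mean of S, their median was −0.08 in animal 20, 0.0011 in animal 21 and −0.82 in animal 22 of A + T, against −0.19, −0.11 and −0.03 in T, so by these medians only animal 22 lay below the libraries labelled T. Without it the median of A + T vs. T was −0.07 and camera did not call it (0.291). In T vs. S the list had a median of −0.14 (−0.04 without animal 2 of S) and was called by fry (0.0295) but not by camera (0.486), with Myh7 at 3.16. The down-regulated genes of Figure 8B had a median log2 fold change of −0.38 in T vs. S (−0.02 without animal 5 of S) and −0.01 in A + T vs. T (−1.27 without animal 22 of A + T). The ATF4 list (19 genes) had medians of −0.16 and −0.12 in T vs. S and A + T vs. T (0.486 and 0.675), and −0.06 and −0.02 without animals 11 and 15 of T. The activin and BMP pathway list (19 genes) had −0.06 and 0.05 (0.954 and 0.675), and 0.06 and −0.04 without animal 5 of S and animal 11 of T. The atrial list of 13 genes was not called, at 0.0925 in T vs. S and 0.451 in A + T vs. T. Camera called it in T vs. S without animal 12 of T (0.000279) or animal 20 of A + T (0.0498), and in A + T vs. T without animal 15 of T (0.00827). Of the erythroid list, Alas2 was tested, with a log2 fold change of 0.58 in T vs. S.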
